# Integrated analysis of lncRNA and mRNA repertoires in Marek’s disease infected spleens identifies genes relevant to resistance

**DOI:** 10.1186/s12864-019-5625-1

**Published:** 2019-03-28

**Authors:** Zhen You, Qinghe Zhang, Changjun Liu, Jiuzhou Song, Ning Yang, Ling Lian

**Keywords:** Chicken, Long noncoding RNA, Marek’s disease, MD resistance

## Abstract

**Background:**

Marek’s disease virus (MDV) is an oncogenic herpesvirus that can cause T-cell lymphomas in chicken. Long noncoding RNA (lncRNA) is strongly associated with various cancers and many other diseases. In chickens, lncRNAs have not been comprehensively identified. Here, we profiled mRNA and lncRNA repertoires in three groups of spleens from MDV-infected and non-infected chickens, including seven tumorous spleens (TS) from MDV-infected chickens, five spleens from the survivors (SS) without lesions after MDV infection, and five spleens from noninfected chickens (NS), to explore the underlying mechanism of host resistance in Marek’s disease (MD).

**Results:**

By using a precise lncRNA identification pipeline, we identified 1315 putative lncRNAs and 1166 known lncRNAs in spleen tissue. Genomic features of putative lncRNAs were characterized. Differentially expressed (DE) mRNAs, putative lncRNAs, and known lncRNAs were profiled among three groups. We found that several specific intergroup differentially expressed genes were involved in important biological processes and pathways, including B cell activation and the Wnt signaling pathway; some of these genes were also found to be the hub genes in the co-expression network analyzed by WGCNA. Network analysis depicted both intergenic correlation and correlation between genes and MD traits. Five DE lncRNAs including MSTRG.360.1, MSTRG.6725.1, MSTRG.6754.1, MSTRG.15539.1, and MSTRG.7747.5 strongly correlated with MD-resistant candidate genes, such as IGF-I, CTLA4, HDAC9, SWAP70, CD72, JCHAIN, CXCL12, and CD8B, suggesting that lncRNAs may affect MD resistance and tumorigenesis in chicken spleens through their target genes.

**Conclusions:**

Our results provide both transcriptomic and epigenetic insights on MD resistance and its pathological mechanism. The comprehensive lncRNA and mRNA transcriptomes in MDV-infected chicken spleens were profiled. Co-expression analysis identified integrated lncRNA-mRNA and gene-gene interaction networks, implying that hub genes or lncRNAs exert critical influence on MD resistance and tumorigenesis.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-019-5625-1) contains supplementary material, which is available to authorized users.

## Background

Long noncoding RNA (lncRNA) is a class of noncoding RNAs with sequences longer than 200 nucleotides that are unable to translate into functional proteins. The nature of lncRNAs has been well characterized in mammals. LncRNAs are shorter in length, have fewer exons, and exhibit lower expression levels and less evolutionary conservation compared with protein coding genes [1–3]. Advances in sequencing technology afford extensive insight into genomic structure. Many lncRNAs have been discovered by RNA sequencing (RNA-Seq), which provides a robust technology for the comprehensive analysis of transcription at single-nucleotide resolution with superior depth [4–7]. It has been demonstrated that lncRNAs are relevant to biological processes and cellular development, especially in the disease state [8–12]. Mutations as well as the aberrant expression of functional lncRNAs may induce various diseases and biological disorders. For example, overexpression of lncRNA HOTAIR can result in breast cancer metastasis [13]. It has been reported that certain annotated lncRNAs have the ability to encode small peptides [14–16].

Marek’s disease (MD) is a complex immunosuppressive disease. It can cause paralysis, neuroinflammation, and chronic depletion, as well as lymphomas in chicken viscera and muscle tissue [17, 18]. MD is caused by Marek’s disease virus (MDV), a double-stranded DNA α-herpesvirus. The criteria for assessing the virulence of MDV have been established and the toxicity is ranked from mildly virulent (m), virulent (v), very virulent (vv) to very virulent plus (vv+) [19]. Incursion of the strains v and vv will cause transient paralysis in most breeds, whereas vv + strains will cause chicken brain lesions and eventually lead to death [20]. More seriously, as the virus evolves, its virulence is gradually strengthening [19]. The infectious life cycle of MDV in susceptible chicken lines can be divided into four stages: (1) establishment of primary infection; (2) semi-productive lytic viral replication in lymphocytes; (3) immune evasion and latency; and (4) tumor metastasis stage [21]. MDV has proven to be a valuable model virus for studying several human diseases caused by other herpesviruses; moreover, the MDV-chicken system also gives us a highly available and efficacious model to understand virus-induced lymphomagenesis. As tumor formation occurs only a few weeks after infection with different MDV strains in chicken lines, it is possible to easily perform herpesvirus-induced oncogenesis studies in chickens [22].

In recent years, more and more lncRNAs have been discovered and their functions revealed. However, research on lncRNAs in domestic animals is very limited. Of all noncoding transcripts in various animal species, the transcriptomes in domestic animals are inadequately characterized compared to human and model organisms [23]. Therefore, the discovery and functional annotation of lncRNAs in domestic animals is overdue. Several studies have revealed that lncRNAs play important roles in improved productivity in chickens [24–29]. Research on the roles that lncRNAs play in diseases resistance, particularly in MD, remain limited in chickens [30, 31].

In this study, the comprehensive transcriptomes of spleen tissues from 17 chickens with different MD resistance were analyzed. To identify candidate lncRNAs associated with MD resistance, integrated repertoires of lncRNAs and mRNAs of the spleen and their expression patterns were profiled. Differential expression and co-expression network analysis were conducted to identify interactions between mRNAs and lncRNAs with regard to their underlying roles in resisting tumorigenesis at the late neoplastic transformation stage of MDV infection.

## Results

### Identification of lncRNAs

A total of 17 samples were used for this study, including seven tumorous spleens (TS) and five spleens of survivors (SS) from MDV-infected chickens, and five noninfected spleens (NS) from mock infected chickens. 

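Ribosomal RNA was removed from the total RNA of each spleen. The authors deposited an estimated count for every gene and for every transcript of their re-assembled transcriptome in each bird. Marek's disease virus (MDV) is a herpesvirus that causes T cell lymphomas in chickens. The TS group held 7 birds, of which 6 were female and 1 was male by Table 3, sampled from 31 to 42 days postinfection (DPI). In the SS group there were 5 birds, 4 female and 1 male, all sampled at 55 DPI. The NS group held 5 birds, 3 female and 2 male, sampled from 37 to 49 DPI. DPI and group were therefore almost tied in the TS vs. SS contrast. The estimated counts summed over genes were 87873684 to 124430513 per bird in the TS group, with a median of 108869463. In the SS group they were 109005218 to 132560908 (median 115312017), and in the NS group 115248589 to 136230409 (median 133523075). TS birds had lower totals than NS birds (two-sided exact permutation test, p = 0.0227), while TS and SS birds did not differ (p = 0.130, the same exact test), nor did SS and NS birds (exact permutation p = 0.190). No pair of birds had identical counts. Among the 41 pairs of birds within a group, the median chi-square statistic of the counts over 15962 genes was 36.1 to 166 times the value that sampling noise gives. No pair therefore looked like a repeat deposit of 1 library. These ratios take each count as independent and are too large where 1 fragment gives more than 1 count. The counts were used as deposited, scaled between birds with the TMM method of edgeR, and given as CPM, which sets the counts of a gene against all counts of the bird.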

In all, 275.5 gigabytes (GB) of RNA-Seq data sets were analyzed and 273.477 GB remained after eliminating the low-quality reads. In order to explore putative lncRNAs from the chicken splenic transcriptome, a lncRNA identification pipeline was designed (Fig. 1a). Clean reads were aligned to the chicken reference genome (Gallus_gallus-5.0) and reads not properly mapped were discarded, resulting in overall mapping rates of 84.57 to 92.55% (Table 1). 

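By Table 1 of the paper, the overall mapping rate was 84.57 to 92.44% in the 7 TS birds, with a median of 88.79%. It was 91.93 to 92.55% in the 5 SS birds (median 92.23%) and 91.98 to 92.39% in the 5 NS birds (median 92.28%). The rate of the TS birds was lower than that of the SS birds (two-sided exact permutation test, p = 0.0114) and of the NS birds (p = 0.0126, exact permutation test). SS and NS birds differed by less than the spread between birds (exact permutation p = 0.778). The deposited counts sum to more than the mapped reads of Table 1, at 1.07 to 1.35 counts per mapped read over the 17 birds. They are therefore estimates, and not reads or read pairs counted once each. Counts per mapped read were lower in SS than in NS birds, by a difference of -0.111 (exact permutation p = 0.0159), and did not differ between TS and SS birds (exact permutation p = 0.410) or between TS and NS birds (exact permutation p = 0.130).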

Finally, 16,682 unannotated transcripts (28.29% of the total transcripts from all samples) remained. 

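The deposited transcript matrix held 58971 transcripts. Of these, 30330 carried an Ensembl transcript ID and 28641 (48.6%) an ID given by the assembly, and 2553 had no count in any of the 17 birds. The gene matrix held 23497 genes, with an Ensembl gene ID for 3545 and an assembly ID for 19952, and 172 of them had no count in any bird. An assembly ID does not mark a gene as unannotated. Of the 33 genes of Table 2, which the paper lists by Ensembl ID, 8 had a row under that ID. The annotated genes counted by name in the contrasts between groups are therefore the 3545 genes that kept their Ensembl ID. Together these held 0.0929 to 0.213% of the counts of a bird (median 0.139%), so they are mostly weakly expressed genes, and their counts and directions do not stand for the abundant genes.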

Among unannotated transcripts, we identified 1166 known lncRNAs through aligning with the lncRNAs either in NONCODE v5.0, an integrated non-coding RNA database, or in ALDB, a domestic-animal long noncoding RNA database (Additional file 1).

**Fig. 1:**
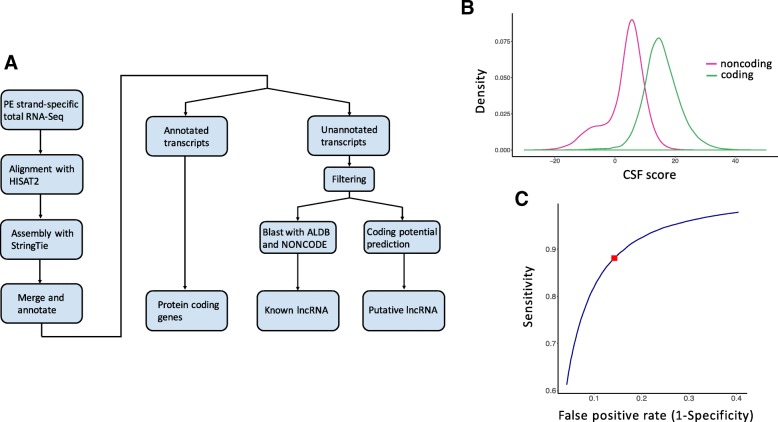
Overview of lncRNA identification in chicken spleen. **a** an overview of a comprehensive scheme for the identification of lncRNAs in chicken spleen. **b** the distributions of CSF scores of both coding and noncoding training data sets in CSF classifier. **c** receiver operating characteristic (ROC) analysis for training data sets to set a CSF score cut-off. The area under the curve (AUC) is 0.94 and the red square in line represents the optimal point with the best sensitivity and specificity

**Table 1:** Information on the results of RNA-Seq data quality control and mapping

Sample ID	Raw reads	Clean reads	Read length	Mapped reads	Concordantly mapped pairs	Concordant pair align rate (%)	Overall alignment rate (%)	Depth of coverage	Coverage
s17–1	108,038,362	107,236,056	150	99,071,070	47,355,310	88.32	92.39	71.44	99 M
s17–2	104,641,540	104,150,474	150	95,831,146	45,554,825	87.48	92.01	69.72	96 M
s14–5	104,552,356	104,012,122	150	96,002,848	45,706,899	87.89	92.3	59.93	96 M
s21–5	115,513,772	114,724,610	150	105,871,206	50,359,014	87.79	92.28	71.65	106 M
s12–1	121,782,278	121,124,168	150	111,411,790	53,080,305	87.65	91.98	72.78	111 M
s10–4	95,689,198	94,726,246	150	84,233,771	39,193,992	82.75	88.92	51.00	84 M
s13–2	102,265,142	100,720,338	150	89,382,799	41,657,926	82.72	88.74	59.45	89 M
s14–8	92,679,650	91,878,888	150	81,576,308	38,013,902	82.75	88.79	43.88	81 M
s16–2	100,808,994	100,163,884	150	92,596,205	44,222,526	88.3	92.44	60.53	93 M
s6–3	106,793,466	105,995,894	150	94,836,775	44,425,877	83.83	89.47	71.91	95 M
s7–2	117,484,294	116,319,496	150	98,372,279	45,819,569	78.78	84.57	66.10	98 M
s9–2	101,533,692	100,601,162	150	87,682,429	40,550,892	80.62	87.16	51.14	88 M
s24–11	108,771,468	108,057,900	150	100,009,407	47,516,011	87.95	92.55	54.06	100 M
s24–6	117,780,440	117,111,392	150	107,874,786	51,288,711	87.59	92.11	54.88	108 M
s24–7	125,499,128	124,725,286	150	114,662,567	54,498,218	87.39	91.93	72.64	115 M
s24–8	112,133,382	111,530,648	150	103,004,010	49,103,238	88.05	92.35	70.26	103 M
s24–9	100,700,518	100,087,486	150	92,311,210	43,884,783	87.69	92.23	55.25	92 M

Besides known lncRNAs, 1653 transcripts were identified as putative lncRNAs by CPC, CNCI, and PLEK. Next, we applied the codon substitution frequency (CSF) algorithm using custom python scripts for the second round of novel lncRNA filtration. Standard CSF scores of both coding and non-coding sequences were obtained from training data sets (Fig. 1b; see Methods for CSF in detail). According to the receiver operating characteristic (ROC) curve, the area under the curve (AUC) is 0.94, indicating that the CSF score is a good classifier for estimating the coding potential of unannotated sequences. As the CSF score corresponding to the best classification point in ROC curve was 9.8, transcripts with CSF scores less than 9.8 were marked as lncRNAs (Fig. 1c). Robustness test for the CSF classifier was performed on randomly selected protein coding genes and lncRNAs in chicken. The results revealed that 724 genes out of 785 Ensembl chicken coding sequences (CDSs) were correctly marked as protein coding genes and 1893 lncRNAs out of 1942 NONCODE chicken lncRNAs were correctly marked as noncoding genes. The false discovery rate was 7.8% and the sensitivity was 97.5%. This confirms that the CSF score is a reliable classifier in distinguishing chicken lncRNAs from mRNAs. As a result, 1315 putative lncRNAs were ultimately obtained (Additional file 2).

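All 1315 putative lncRNAs had a row of counts in the deposited transcript matrix, and none of them lacked counts in all 17 birds. Between 1097 and 1204 of them had at least 1 count in a single bird. The putative lncRNAs took 1.38 to 1.87% of the counts of a bird. The 1166 known lncRNAs also all had a row, with 1102 to 1127 of them detected per bird, and took 5.97 to 7.93% of the counts. The share of counts on putative lncRNAs did not differ between the TS and SS groups beyond the spread between birds (two-sided exact permutation test, p = 0.633), nor did the share on known lncRNAs (exact permutation p = 0.328). Against NS birds the exact permutation p was 0.0530 and 0.821 for TS and 0.190 and 0.262 for SS birds, for putative and known lncRNAs in that order.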

### Genomic features of putative lncRNAs

We further analyzed the length, exon number, expression abundance, and evolutionary conservation of the putative lncRNAs by comparing them with protein coding genes and known lncRNAs. The majority of putative lncRNAs were intergenic (56%), 20% were bidirectional, 11% were antisense, and 1% were intron lncRNAs (Fig. 2a). 

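Counted from the class that Additional file 2 gives each of the 1315 putative lncRNAs, 732 (55.7%) were intergenic, 267 (20.3%) bidirectional, 140 (10.6%) antisense and 20 (1.52%) intronic. The other 156 (11.9%) overlapped with other features. Reads of antisense and overlapping lncRNAs can be shared with the gene on the opposite strand unless the counting used the strand. The paper describes the sequencing as strand-specific, and how the fragments were counted is not given in the sources used here.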

The distributions of putative lncRNAs on the chromosomes varied. Over half of putative lncRNAs were located on the Z chromosome (~ 10%) and the incompletely assembled scaffolds (~ 48.7%) (Additional file 3: Figure S1). 

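By the coordinates of the putative lncRNAs on Gallus_gallus-5.0, 640 (48.7%) lay on scaffolds, 133 (10.1%) on chromosome Z and 2 on chromosome W. On chromosome Z, 105 of the 133 lay in a single stretch between 25 and 30 Mb. This stretch was chosen after the positions were seen. In the 15 birds other than the NS birds s12-1 and s21-5, 103 of these 105 were over 2-fold higher in females than in males, with a median difference of 7.16 on the log2 scale. Of the 28 putative lncRNAs elsewhere on chromosome Z, 1 was over 2-fold higher in females, against 52 of the 640 on scaffolds and 67 of the 540 on other chromosomes. Birds s12-1 and s21-5 were left out here because their W-linked counts went against the sexes of Table 3.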

The lengths of the putative lncRNAs were shorter than those of the protein coding genes, but longer than the known lncRNAs (*P*-value < 1 × 10^− 6^, Welch’s t-test). 

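Additional files 1 and 2 give an exon count for each lncRNA. The 1315 putative lncRNAs had a median of 4 exons (interquartile range 2 to 7, maximum 57), and 206 of them (15.7%) had 1 exon. The 1166 known lncRNAs, as re-assembled in these spleens, had a median of 11 exons (interquartile range 5 to 20, maximum 87), and 44 (3.77%) had 1 exon. The paper explains its exon result by partial assembly in the ALDB and NONCODE databases, so its comparison may rest on the database sequences. Exon counts of protein coding genes were not analysed here.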

The exon numbers of the putative lncRNAs were less than the protein coding genes while greater than the known lncRNAs (*P*-value < 1 × 10^− 6^, Welch’s t-test). Most of the chicken lncRNAs in the current ALDB and NONCODE databases are partially assembled. These results reflect that the putative lncRNA in our study have greater integrity than previously assembled lncRNAs, due to the better sequencing depth and coverage. 

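Transcript abundance was compared bird by bird, as the median log2 CPM over the transcripts of a class with at least 10 counts summed over the 17 birds. Averaged over birds, this median was -1.13 ± 0.118 (SD, n = 17 birds) for the 27055 transcripts with an Ensembl ID. It was 1.59 ± 0.198 (SD) for the putative lncRNAs and 4.70 ± 0.0857 (SD) for the known lncRNAs. The difference of transcripts with an Ensembl ID from the putative lncRNAs was -2.71 ± 0.169 (SD) on the log2 scale, and -5.83 ± 0.161 (SD) from the known lncRNAs. The putative lncRNAs stood at -3.11 ± 0.224 (SD) from the known lncRNAs. The sign of each difference was the same in all 17 birds. No p-value is given, since the paper had removed lncRNA candidates of low expression in the same birds, and the transcripts with an Ensembl ID were not chosen that way. Taking only transcripts with at least 100 counts moved the first difference most, to -1.87. CPM is not divided by transcript length, so longer transcripts collect more counts at the same number of molecules. The transcripts that kept an Ensembl ID were not limited to protein coding ones and are not a random sample of those.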

While both novel lncRNAs and known lncRNAs exhibited lower expression abundance compared to the protein coding genes (*P*-value < 1 × 10^− 6^, Welch’s t-test), there was no significant expressional difference between putative and known lncRNAs (P-value = 0.19). In terms of evolutionary conservation, the putative lncRNAs were significantly less conserved than the protein coding genes (P-value < 1 × 10^− 6^, Welch’s t-test) and the known lncRNAs (P-value = 7 × 10^− 4^, Welch’s t-test) (Fig. 2b-e).

**Fig. 2:**
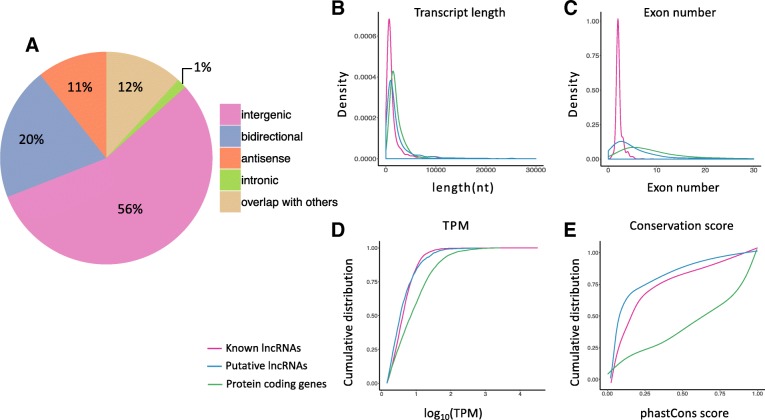
Genomic features and classification of putative lncRNAs. **a** classification of putative lncRNAs according to their genomic position in protein coding genes. **b** distribution of transcripts length. **c** distribution of exon number of lncRNAs and mRNAs. **d** cumulative distribution curve of gene expression levels (TPM). **e** cumulative distribution of conservation scores

### Expression patterns of lncRNAs and mRNAs among three groups

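DE genes and lncRNAs were tested from the deposited counts with the quasi-likelihood test of edgeR. Each contrast was fitted on the birds of its 2 groups alone, with sex and DPI as covariates, which are the covariates in the formula of the methods. Fitting 2 groups at a time was a choice made here, and all 17 birds in one fit was run as an alternative. Genes were tested on the gene matrix and lncRNAs on the transcript matrix, after a filter on low counts. P-values were adjusted with the Benjamini-Hochberg method, over all genes for the gene matrix and within the class for putative and known lncRNAs. A gene or lncRNA was called at an adjusted p under 0.05 and an absolute log2 fold change of at least 2. The standard error given with a log2 fold change is its size divided by the square root of the F statistic. DESeq2 and limma-voom with the same covariates, fits without DPI and fits that leave out each bird in turn were run as alternatives.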

R package DESeq2 provided us methods to test for differentially expressed (DE) protein coding genes and lncRNAs, including both known and putative lncRNAs. First, we focused on DE protein coding genes and lncRNAs in the TS versus SS contrast. Overall, 1604 DE genes were found, of which 564 were protein coding genes annotated by Ensembl. 

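In the TS vs. SS contrast 19640 genes were tested, of which 1581 had kept their Ensembl ID. With sex and DPI in the model, the quasi-likelihood test of edgeR called 0 of them, although 497 had an unadjusted p under 0.05 (28 of the 1581). DESeq2 with the same covariates also called 0 (887 at an unadjusted p under 0.05), as did limma-voom (498). The number was 0 with each of the 12 birds left out in turn. Leaving DPI out of the model moved the result most. With sex as the only covariate, edgeR called 638 genes, of which 499 were upregulated and 139 downregulated in TS. DESeq2 with sex as the only covariate, a fit chosen after the values of Additional file 5 had been compared, called 1590. It gave the paper's log2 fold change within 0.001 for 414 of 414 listed genes with an Ensembl ID. DESeq2 with sex and DPI did so for 0 of 414. All 5 SS birds were sampled at 55 DPI and no TS bird after 42 DPI. By the design alone, the standard error of the TS vs. SS difference grows 3.54-fold when DPI is added, and the median growth over genes was 3.58-fold.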

Among DE protein coding genes, 478 were upregulated in TS, while 86 were downregulated. 

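The genes with an Ensembl ID went mostly one way once DPI was left out. EdgeR with sex as the only covariate called 90 of the 1581, 80 upregulated and 10 downregulated in TS. The 0 calls with DPI in the model, by edgeR, DESeq2 and limma-voom, stood against 28, 80 and 34 genes at an unadjusted p under 0.05. The direction also depended on abundance. With the 19640 genes of the contrast ranked by mean abundance, the median log2 fold change of TS over SS with sex as the only covariate was 0.41 in the lowest tertile of genes, 0.00 in the middle tertile and -0.04 in the highest. Of the calls in the lowest tertile, 441 were upregulated and 57 downregulated. Of those in the highest tertile, 12 were upregulated and 23 downregulated.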

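Of the putative lncRNAs, 1215 were tested in the TS vs. SS contrast. With sex and DPI as covariates edgeR called 0, with 42 at an unadjusted p under 0.05, and limma-voom called 0, with 47 at an unadjusted p under 0.05. DESeq2 with the same covariates called 8, of which 3 were upregulated and 5 downregulated in TS. Without DPI edgeR called 6 (3 upregulated, 3 downregulated), and without covariates 11.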

Forty-four putative lncRNAs were found differentially expressed, of which 24 were upregulated and 20 were downregulated in TS (Fig. 3a). 

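Of 1127 known lncRNAs tested in the TS vs. SS contrast, edgeR with sex and DPI as covariates called 0 (39 at an unadjusted p under 0.05) and limma-voom called 0 (44 at an unadjusted p under 0.05), while DESeq2 called 2, both upregulated in TS. When DPI was left out, edgeR called 5 known lncRNAs, of which 2 were upregulated and 3 downregulated, and 11 when sex was left out too.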

Regarding to known lncRNAs, 17 out of 24 were upregulated and 7 were downregulated in TS (Fig. 3b). The estimated power of the differential expression analysis in this contrast was 0.84. 

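DPI and group overlapped in the TS and NS birds, so the TS vs. NS contrast could be estimated with DPI in the model. Of 19582 genes tested, edgeR called 332, with 169 upregulated and 163 downregulated in TS. DESeq2 with the same covariates called 1275, with 994 upregulated and 281 downregulated, and limma-voom 472, with 176 upregulated and 296 downregulated. EdgeR without DPI called 1202 (953 upregulated). The number depended on single birds. It was 4 without NS bird s12-1, 98 without s14-5, 127 without s17-1, 177 without s17-2, 145 without TS bird s14-8 and 683 without TS bird s16-2. Fitted on females alone it was 88. The W-linked lncRNA counts of NS birds s12-1 and s21-5 went against the sexes of Table 3, and with these 2 sexes exchanged, an alternative chosen after those counts were seen, edgeR called 36 genes.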

Second, we analyzed DE protein coding genes and lncRNAs in the TS vs. NS contrast, which revealed 2460 DE genes and 1180 of them were annotated as protein coding genes. Among the annotated genes, 1044 of them were upregulated and 136 were downregulated in TS. 

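Of the 1573 tested genes with an Ensembl ID in the TS vs. NS contrast, 37 were called, 19 upregulated and 18 downregulated. DESeq2 called 198 (164 upregulated) and limma-voom 58 (28 upregulated). Without DPI in the model, edgeR called 180, of which 159 were upregulated. Leaving out a single bird changed the 37 to 0 (NS s12-1), 7 (NS s14-5), 9 (NS s17-1), 15 (NS s17-2), 18 (NS s21-5), 22 (TS s10-4), 23 (TS s13-2), 13 (TS s14-8), 15 (TS s7-2) or 65 (TS s16-2), and exchanging the sexes of s12-1 and s21-5 left 2. In 10 of the 37 the mean CPM was at least 1 and every TS bird stood on one side of every NS bird. ENSGALG00000003833 rose from 0.389 ± 0.191 CPM (SD, n = 5 NS birds) to 2.05 ± 0.693 (SD, n = 7 TS birds), a log2 fold change of 2.27 (standard error 0.558, adjusted p = 0.0420 in the quasi-likelihood test of edgeR). The call was lost without any one of s12-1, s14-5, s17-1, s21-5, s10-4, s13-2, s14-8, s6-3 or s7-2, with log2 fold changes of 2.11, 2.08, 2.02, 2.19, 2.31, 2.22, 2.20, 2.24 and 2.22 in that order. ENSGALG00000038740 fell from 4.51 ± 1.44 (SD) to 0.737 ± 0.486 CPM (SD), a log2 fold change of -2.93 (standard error 0.553, edgeR adjusted p = 0.0218). ENSGALG00000005347 fell from 2.33 ± 0.747 (SD) to 0.347 ± 0.195 CPM (SD), by -2.77 (standard error 0.525, edgeR adjusted p = 0.0223). Both lost their call without s12-1 (-2.86 and -2.31) or s14-5 (-2.65 and -2.85).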

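Of 1217 putative lncRNAs tested in the TS vs. NS contrast, edgeR called 1, upregulated in TS. DESeq2 with the same covariates called 52 (29 upregulated, 23 downregulated) and limma-voom 5. The count of 1 became 0 (165 at an unadjusted p under 0.05 with all birds) without any one of NS birds s12-1, s14-5, s17-2 and s21-5 or TS birds s13-2 and s14-8, and 2 without TS bird s16-2 or s7-2. Among 1123 known lncRNAs, edgeR called 8, of which 6 were upregulated and 2 downregulated in TS. DESeq2 called 33 (20 upregulated) and limma-voom 12 (6 upregulated). The 8 calls became 2 without NS bird s12-1, 4 without s14-5, 3 without s17-1 and 5 without s17-2. They became 3 without TS bird s14-8 or s7-2. Exchanging the sexes of s12-1 and s21-5 left 0 putative (126 at an unadjusted p under 0.05) and 3 known lncRNAs.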

We found 56 DE putative lncRNAs, with 30 upregulated and 26 downregulated (Additional file 4: Figure S2A); 29 known lncRNAs were upregulated in TS, whereas 9 were downregulated (Additional file 4: Figure S2B). The estimated power of the differential expression analysis in this contrast was 0.89. 

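In the SS vs. NS contrast edgeR called 142 of 18115 genes, 7 upregulated and 135 downregulated in SS. DESeq2 called 202, with 96 upregulated and 106 downregulated, and limma-voom 102, with 5 upregulated and 97 downregulated. None of the 142 was among the 1095 tested genes with an Ensembl ID, of which 76 had an unadjusted p under 0.05. DESeq2 called 16 genes with an Ensembl ID and limma-voom 0. Of 1192 putative lncRNAs tested, edgeR called 66, with 2 upregulated and 64 downregulated in SS, DESeq2 called 34 (6 upregulated) and limma-voom 41 (1 upregulated). Of 1117 known lncRNAs edgeR called 0 (92 at an unadjusted p under 0.05), DESeq2 13 and limma-voom 0. Without NS bird s21-5 the 142 genes became 63 and the 66 putative lncRNAs 43, and without NS bird s12-1 the known lncRNAs became 2. Of the 66 putative lncRNAs, 52 lay on chromosome Z between 25 and 30 Mb, 2 elsewhere on Z, 2 on W and 10 on scaffolds. In the other 15 birds 64 of the 66 were over 2-fold higher in females than in males. With the sexes of s12-1 and s21-5 exchanged, edgeR called 0 genes and 0 putative lncRNAs (1006 and 39 at an unadjusted p under 0.05). Without DPI in the model it also called 0 genes, 0 putative and 0 known lncRNAs (1556, 59 and 87 at an unadjusted p under 0.05).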

Lastly, there were only five annotated protein coding genes, 22 putative lncRNAs, and 21 known lncRNAs that differentially expressed in the SS vs. NS contrast; most DE lncRNAs in this contrast overlapped with those in the other comparisons (Additional file 5). The estimated power of the differential expression analysis in this contrast was 0.85.

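How many changed genes each contrast can return was tested on simulated counts, drawn with the means, spreads and library sizes of the real birds, in which 200 genes were changed by 3 on the log2 scale. With sex and DPI as covariates, edgeR called 0 of the 200 in the TS vs. SS design, 126 in the TS vs. NS design and 59 in the SS vs. NS design, with 0, 5 and 3 unchanged genes called in error. DESeq2 called 66, 160 and 117, with 48, 39 and 54 unchanged genes called. With sex as the only covariate edgeR called 168, 149 and 167, with 3, 2 and 0 unchanged genes called. At the transcript level the changed transcripts were drawn from all transcripts, and p-values were adjusted over all of them and not within a lncRNA class. The numbers that follow therefore do not give the sensitivity of the lncRNA tests. With DPI edgeR called 0, 18 and 0 of 200 changed transcripts, with 0 unchanged ones called in each. DESeq2 with DPI called 11, 134 and 32, with 155, 316 and 272 unchanged transcripts called, and limma-voom 0, 32 and 0, with 0, 1 and 0.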

**Fig. 3:**
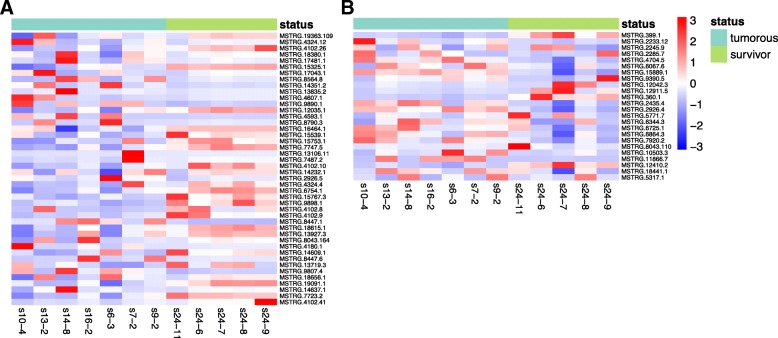
Heatmaps of differentially expressed lncRNAs between the tumorous group and the survivors. **a** the expression levels of DE putative lncRNAs in each individual from the tumorous spleens and the spleens of survivors. **b** DE known lncRNAs in each individual from the tumorous spleens and the spleens of survivors

By comparing DE protein coding genes and lncRNAs in each contrast, we identified specific intergroup DE protein coding genes that may account for the different tumor incidence rates between TS and SS. 

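The specific intergroup lists follow from the calls of both contrasts. With DPI in the model the TS vs. SS contrast had no calls, so no gene with an Ensembl ID was called in it alone, and 19 upregulated and 18 downregulated genes were called in the TS vs. NS contrast alone. With sex as the only covariate, 29 upregulated and 0 downregulated genes with an Ensembl ID were called in the TS vs. SS contrast alone, and 108 upregulated and 11 downregulated in the TS vs. NS contrast alone. In the SS vs. NS contrast edgeR called 0 of 1095 genes with an Ensembl ID with DPI in the model (76 at an unadjusted p under 0.05, with 16 called by DESeq2 and 0 by limma-voom), and 0 without DPI (57 at an unadjusted p under 0.05). The paper reasons from the genes called in one contrast and not in the other that they may account for the different tumor incidence of the TS and SS groups.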

There were 30 protein genes that were uniquely downregulated in TS vs. SS contrast, i.e., that were not identified as DE protein coding genes in the TS vs. NS contrast. Chickens in the TS and SS groups were all infected and SS chickens showed no clinical lesions 55 days postinfection (DPI), indicating the robust immune systems of the survivors. The interleukin receptor gene interleukin 1 receptor accessory protein like 1 (IL1RAPL1) and tumor-related gene tumor protein D52 like 1 (TPD52L1) were included in these 30 genes. B cell CLL/lymphoma 11A (BCL11A), being essential for lymphoid cell development, also was differentially expressed in the TS vs. SS contrast exclusively. In contrast, there were 110 protein genes that were upregulated merely in the TS vs. SS contrast, such as Wnt family member 10A (Wnt10A).

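Wnt10A (ENSGALG00000011355), a secreted ligand of the Wnt pathway, had few counts. It had 0 to 26 counts per bird in the TS group, 54 in all, and 0 in every SS bird. A count of 0 over the 5 SS birds allows up to 0.00507 CPM, from counting error alone and with each count taken as independent. In the NS group it had 4 counts in bird s21-5 and 0 in the other 4 birds. The mean was 0.0687 ± 0.0887 CPM (SD, n = 7) in TS. Wnt10A was higher in the TS than in the SS birds in 30 of 35 pairs of birds (two-sided exact permutation test of log2 CPM, p = 0.0189). Over the 63 permutation tests made for the named genes and lncRNAs, the Benjamini-Hochberg adjusted value was 0.0373. The paper lists Wnt10A as DE between TS and SS in these birds, so these p-values are no independent evidence. It was higher in TS than in NS birds in 28 of 35 pairs (exact permutation p = 0.0669), and SS and NS birds did not differ (exact permutation p = 1). The filter on low counts removed Wnt10A from the edgeR fits.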

Furthermore, 83 protein coding genes were solely downregulated in the TS vs. NS contrast, including immune response related genes Wnt1 inducible signaling pathway protein 1 (WISP1), V-set pre-B cell surrogate light chain 3 (VPREB3), C-X-C motif chemokine ligand 12 (CXCL12), and some B cell activation genes CD79B molecule (CD79B), switching B cell complex subunit (SWAP70), and cholinergic receptor nicotinic alpha 7 subunit (CHRNA7), which implied host adaptive immunity deficiency in the tumorous individuals. Previously reported MD resistance-related genes, tetraspanin 8 (TSPAN8), toll like receptor 7 (TLR7), and histone deacetylase 9 (HDAC9), were also among 83 downregulated genes. Besides the specific downregulated genes, 676 protein coding genes were upregulated in the TS vs. NS contrast exclusively, including C-X-C motif chemokine ligand 14 (CXCL14), interferon gamma (IFNG), insulin like growth factor 2 mRNA binding protein 1 (IGF2PB1), hyaluronan synthase 3 (HAS3), and Wnt family member 7B, 8C, 8A, 11, and 11B (Wnt7B, Wnt8C, Wnt8A, Wnt11, and Wnt11B). 

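The Wnt genes with a row of their own had low counts. Wnt7B (ENSGALG00000036255) had 0.162 ± 0.120 CPM (SD, n = 7) in TS and 0.0310 ± 0.0354 (SD, n = 5) in NS birds, a log2 fold change of 1.83 (standard error 1.39, adjusted p = 0.451 in the quasi-likelihood test of edgeR). Tested alone, without covariates, the difference had an exact two-sided permutation p of 0.0240, and an adjusted value of 0.0430 over the 63 permutation tests. The paper lists Wnt7B, Wnt8C and Wnt11B as DE between TS and NS in these birds. Their permutation p-values in that contrast are therefore no independent evidence. Wnt11B (ENSGALG00000004401) had 0.300 ± 0.215 CPM (SD, n = 7) in TS and 0.0282 ± 0.0335 (SD, n = 5) in NS birds, a log2 fold change of 4.52 (standard error 1.27, edgeR adjusted p = 0.0626). TS birds stood above NS birds in 34 of 35 pairs (exact permutation p = 0.00379). Wnt11B passed the threshold without TS bird s16-2, where its log2 fold change was 5.01, and without DPI in the model, where it was 4.30. Wnt8C (ENSGALG00000037494) was removed by the filter on low counts. It had 0.133 ± 0.121 CPM (SD, n = 7) in TS and 0.0126 ± 0.0237 (SD, n = 5) in NS birds (exact permutation p = 0.0619). In the SS birds Wnt8C and Wnt11B were higher than in the NS birds in 24 of 25 pairs each (exact permutation p = 0.0159 for each). The same adjustment over 63 tests gave 0.0333.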

Some interleukin precursor genes including interleukin 3, 9, and 13 (IL3, IL9, IL13) were also in this list.

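IL9 (ENSGALG00000006329) and IL13 (ENSGALG00000006801) also had too few counts for the edgeR fits. IL9 had 0 to 16 counts in a TS bird. In each of the SS and NS groups 1 bird had 4 counts and the other 4 birds 0. It was higher in TS in 29 of 35 pairs of birds against SS and in 29 of 35 against NS (two-sided exact permutation test, p = 0.0253 for each). IL13 had 2 to 19 counts in a TS bird, 0 to 6 in an SS bird and 0 in every NS bird. In the NS birds a count of 0 allows up to 0.00471 CPM over the group, with each count taken as independent. TS birds were above NS birds in 35 of 35 pairs (exact permutation p = 0.00253) and above SS birds in 32 of 35 (exact permutation p = 0.0139). Over the 63 permutation tests the adjusted values were 0.0430 for both IL9 comparisons, and 0.00758 and 0.0313 for IL13. The paper lists both genes as DE between TS and NS in these birds, so the p-values of that contrast are no independent evidence.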

### Co-expression analysis of lncRNAs and mRNAs

We constructed a co-expression network of lncRNAs and protein coding genes to infer the underlying regulatory function and potential target genes of DE lncRNAs (see Methods). 

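Co-expression was analysed from the same 17 spleens. Expression was taken as log2 CPM with a prior count of 1. Gene significance (GS) was computed as the Pearson correlation of a gene or lncRNA with a trait coded 1 for the 7 TS birds and 0 for the 10 SS and NS birds, since the text does not state the coding. With this coding it is a measure of the difference between those groups. Module membership (MM) was computed as the correlation with the first principal component of the cluster 1 genes that could be read in the first 1127 of the 7633 rows of Additional file 7 and have a row of their own in the gene matrix. The clusters of WGCNA were not rebuilt. Genes of Table 2 without a row under their Ensembl ID were not analysed here.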

Correlated genes and lncRNAs were grouped into 15 clusters by WGCNA and each cluster contained at least 50 genes. For all lncRNAs and protein coding genes in the co-expression network, the top 5% of highly correlated gene pairs according to the topological overlap matrix (TOM) were chosen to visualize the correlation of clusters (Fig. 4a). In this co-expression network, the highly correlated genes were grouped and the edges connecting two nodes indicated the functional regulatory relationship between the genes. Based on the correlation between the clusters and phenotypes, seven clusters including cluster 1, cluster 2, cluster 3, cluster 4, cluster 6, cluster 8, and cluster 15, were notably closely correlated with phenotype (Additional file 6).

**Fig. 4:**
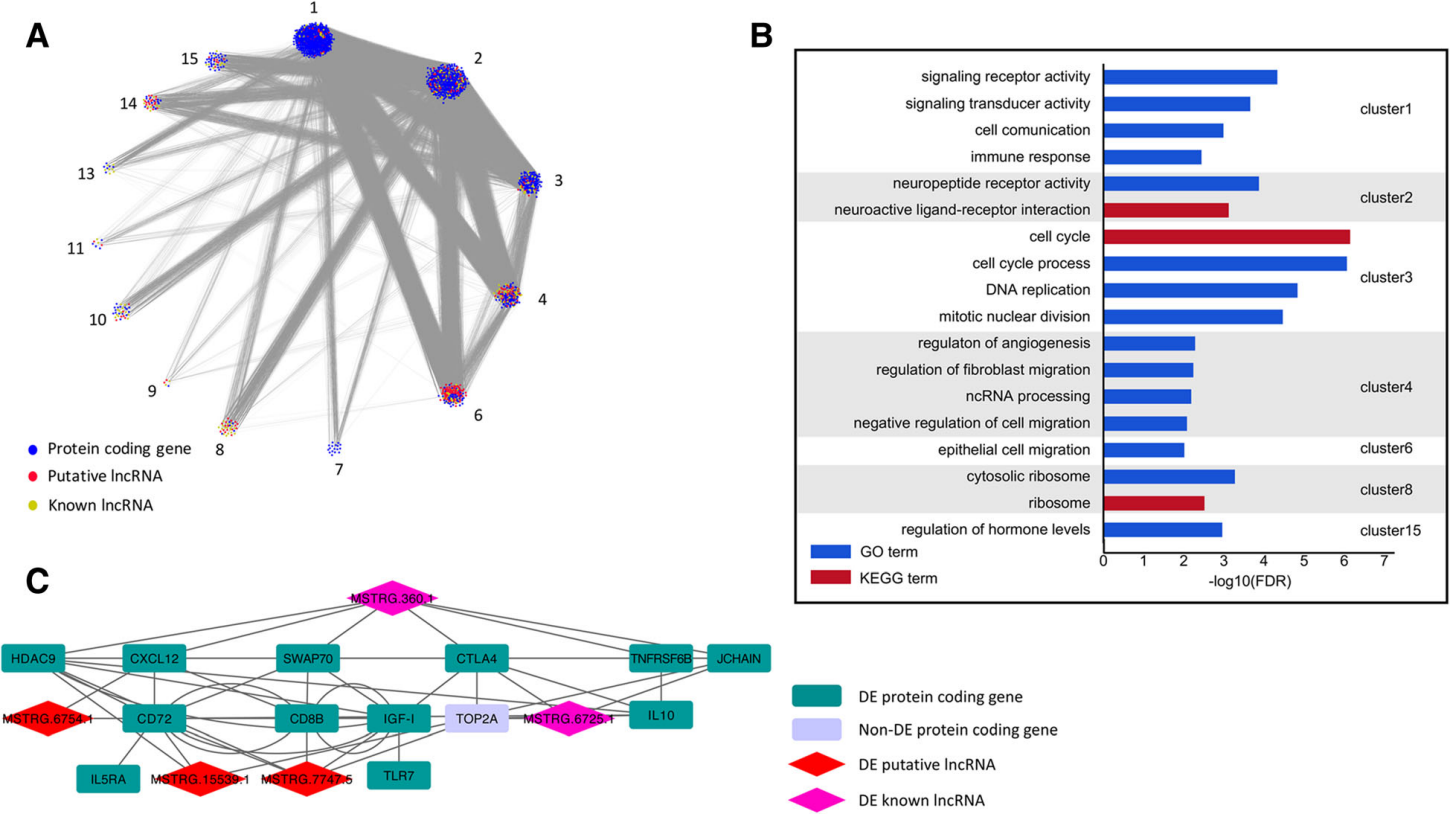
Co-expression network of DE protein coding genes and lncRNAs to predict the functional roles of candidate lncRNAs. **a** co-expression network visualization: nodes represent genes with the top 5% mutual correlation and each edge represents their close connection. **b** GO and KEGG pathway enrichment analysis for seven clusters with high phenotypic correlation. **c** sub-network of hub genes and candidate lncRNAs in cluster 1. This describes the relationship between candidate lncRNAs and hub protein coding genes

Functional enrichment in each cluster suggested that lncRNAs and protein coding genes were functionally correlated with each other in specific biological processes. Annotated genes in cluster 1, where the largest proportion of DE lncRNAs located, were significantly enriched in signal transduction, intercellular communication, and immune response, suggesting that DE lncRNAs in cluster 1 appear to be essential for those biological processes, while protein coding genes in cluster 3 were significantly enriched in cell cycle and DNA replication. Protein coding genes in cluster 4 were significantly enriched in cell migration and non-coding RNA generation (FDR ≤ 0.01) (Fig. 4b).

Using WGCNA, we calculated the gene significance (GS) and module membership (MM) for every protein coding gene and lncRNA (Additional file 7). GS represented the correlation between genes and traits, and the MM represented the correlation between genes and each cluster. The protein coding genes or lncRNAs characterized by high GS and MM values (|GS| > 0.7, |MM| > 0.7) within clusters were regarded as hub genes, which reflected the main functions of the clusters and had strong correlation with phenotypes and other genes. Several DE genes in cluster 1 had high absolute values of GS and MM, including interleukin 10 (IL10), TNF receptor superfamily member 6b (TNFRSF6B), joining chain of multimeric IgA and IgM (JCHAIN), SWAP70, and CD72 molecule (CD72). In particular, specific intergroup DE genes such as HDAC9, cytotoxic T-lymphocyte associated protein 4 (CTLA4) and insulin like growth factor (IGF-I) had high GS and MM values as well. 

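IL10 (ENSGALG00000000892) had a GS of 0.857 over the 17 birds (two-sided exact permutation test, p = 0.000154) and a Spearman rho of 0.832 (exact permutation p = 0.000206). Without the 2 birds farthest from the median of IL10 its GS was 0.819. The correlation follows from the difference between the 7 TS and the 10 other birds, and was 1 of 6 such relations computed (Benjamini-Hochberg adjusted p = 0.000154). With the trait coded 0 for NS, 1 for SS and 2 for TS, the GS was 0.868 (permutation p = 3e-05). The paper's reported value is 0.872764. It names IL10 for its high GS in these birds, so the p-values are no independent evidence. The MM of IL10 in cluster 1 was -0.933, from the first principal component over 185 genes, which held 47.7% of their variance. On the linear CPM scale it was -0.877. The paper's reported value is -0.954608. The sign of a principal component is arbitrary. The rows of TNFRSF6B, JCHAIN, SWAP70 and CD72 could not be paired with their names.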

In cluster 3, in which annotated genes enriched in cell cycle regulation, Mov10 RISC complex RNA helicase (MOV10) was the hub gene in spite of no differential expression in each comparisons. These hub protein coding genes may play singularly functional roles in MD resistance and tumorigenesis.

Among 15 clusters, five DE lncRNAs with high GS and MM values were the most connected to many immune response-related and cell cycle-related DE genes. These five lncRNAs were all from cluster 1. Three of them were putative lncRNAs (lncRNA ID: MSTRG.6754.1, MSTRG.7747.5, and MSTRG.15539.1) and the others were known lncRNAs (MSTRG.6725.1 and MSTRG.360.1). 

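The paper chose the 5 candidate lncRNAs as DE with high GS in these same 17 birds, so the p-values given here are no independent evidence. With the trait coded 1 for TS, the GS was -0.884 for MSTRG.6754.1, -0.797 for MSTRG.7747.5, -0.819 for MSTRG.15539.1, -0.909 for MSTRG.360.1 and 0.913 for MSTRG.6725.1. In each of the 5, every TS bird stood on one side of all 10 SS and NS birds, so the two-sided exact permutation p was 5.14e-05, the smallest that 17 birds in groups of 7 and 10 allow, with a Benjamini-Hochberg adjusted value of 6.17e-05 over 6 relations. Spearman's rho was -0.854 for the 4 that fell and 0.854 for MSTRG.6725.1 (exact permutation p = 0.000103). Without the 2 birds farthest from the median of each lncRNA, the GS was -0.883, -0.870, -0.873, -0.913 and 0.924 in the same order. With each bird left out in turn it stayed between -0.929 and -0.778 for the lncRNAs that fell and between 0.906 and 0.936 for MSTRG.6725.1. With the trait coded 0 for NS, 1 for SS and 2 for TS, the GS was -0.758, -0.732, -0.767, -0.799 and 0.821 (permutation p from 0.00012 to 0.00073). From these values, from MM and from the connections to immune response-related and cell cycle-related DE genes, the paper selects the 5 lncRNAs as candidates.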

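MSTRG.6754.1 lies on the minus strand of chromosome 20 of Gallus_gallus-5.0 from 9709649 to 9710579. It has 1 exon and is antisense to another gene, so its counts are uncertain where the counting did not use the strand. MSTRG.7747.5 lies on the minus strand of chromosome 25 from 2570713 to 2573813, has 4 exons and is bidirectional. The third, MSTRG.15539.1, is an intergenic lncRNA with 1 exon on the minus strand of an unplaced scaffold, from 8322 to 11914. MSTRG.6725.1 lies on the plus strand of chromosome 20 from 8371292 to 8399725 with 11 exons, and MSTRG.360.1 on the plus strand of chromosome 1 from 39859120 to 39985136 with 61 exons. In the 17 birds MSTRG.6754.1 had 12 to 385 counts, MSTRG.7747.5 had 5 to 451, MSTRG.15539.1 had 10 to 1951, MSTRG.6725.1 had 360 to 5913 and MSTRG.360.1 had 97 to 8796.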

The genomic locations of three putative lncRNAs are shown in Additional file 8: Figure S3. 

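MSTRG.6754.1 had 0.320 ± 0.121 CPM (SD, n = 7) in the TS group, 2.15 ± 0.905 (SD, n = 5) in SS and 1.72 ± 0.587 (SD, n = 5) in NS. MSTRG.7747.5 had 0.517 ± 0.340 CPM (SD) in TS, 2.28 ± 0.990 (SD) in SS and 2.48 ± 0.530 (SD) in NS. MSTRG.15539.1 had 1.70 ± 1.35 CPM (SD) in TS, 8.77 ± 2.29 (SD) in SS and 12.1 ± 4.14 (SD) in NS. For MSTRG.360.1 the values were 3.20 ± 2.42 CPM (SD), 43.2 ± 22.5 (SD) and 39.9 ± 23.8 (SD), and for MSTRG.6725.1 they were 28.9 ± 15.7 CPM (SD), 4.89 ± 2.65 (SD) and 4.22 ± 0.644 (SD). In each of the 5, all 35 pairs of a TS and an SS bird and all 35 pairs of a TS and an NS bird went the same way. The paper had chosen them as DE in these birds. Tested without covariates, the two-sided exact permutation p was 0.00126, the smallest 7 against 5 birds allow, for MSTRG.6754.1, MSTRG.360.1 and MSTRG.6725.1 in both contrasts. It was 0.00253 for MSTRG.7747.5 in both, and 0.00505 (TS vs. SS) and 0.00253 (TS vs. NS) for MSTRG.15539.1 (exact permutation tests, adjusted 0.00612 to 0.0127 over 63 tests). In the edgeR fit with sex and DPI, the log2 fold change of TS over SS was -2.97 (standard error 1.63) for MSTRG.6754.1, -1.69 (standard error 2.29) for MSTRG.7747.5 and -1.45 (standard error 2.62) for MSTRG.15539.1. It was -0.43 (standard error 2.08) for MSTRG.360.1 and 3.82 (standard error 1.68) for MSTRG.6725.1, with none called. The direction of MSTRG.15539.1 turned without TS bird s14-8 (0.29), and that of MSTRG.360.1 without SS bird s24-6 (0.06) or TS bird s14-8 (1.18). With sex as the only covariate the log2 fold changes were -2.88, -2.24, -2.41, -3.73 and 2.56 in the same order, and MSTRG.6754.1, MSTRG.360.1 and MSTRG.6725.1 were called. Against NS they were -2.68 (standard error 0.50, adjusted p = 0.0852 in the quasi-likelihood test of edgeR), -2.30 (0.775, adjusted p = 0.277), -2.48 (0.969, adjusted p = 0.319), -3.20 (0.729, adjusted p = 0.0548) and 2.90 (0.527, adjusted p = 0.0304). The call of MSTRG.6725.1 against NS was lost without NS bird s12-1 (2.91), s14-5 (2.95), s17-1 (2.98) or s17-2 (2.84) and without TS bird s14-8 (2.61) or s7-2 (2.88). MSTRG.360.1 was called against NS without TS bird s16-2 (-3.96) or s6-3 (-3.26). SS and NS birds did not differ in any of the 5 (exact permutation p from 0.190 to 0.865).

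**Figure D1:**
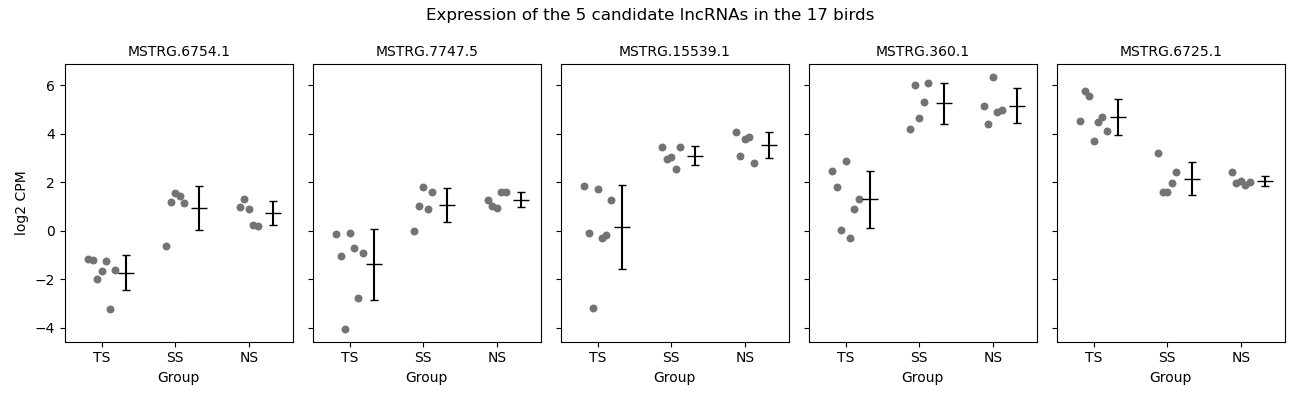
Log2 CPM (y axis) of the 5 candidate lncRNAs in each bird of the TS (7), SS (5) and NS (5) groups, 1 panel per lncRNA. Points are birds, and the bar and whiskers are the mean and SD of a group. In each panel all TS birds lie on one side of all SS and NS birds, below them for MSTRG.6754.1, MSTRG.7747.5, MSTRG.15539.1 and MSTRG.360.1 and above them for MSTRG.6725.1.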

Of the five candidate DE lncRNAs, MSTRG.6754.1, MSTRG.7747.5, MSTRG.15539.1, and MSTRG.360.1 were downregulated in the TS group compared with the SS and NS groups, yet MSTRG.6725.1 was upregulated in the TS group.

A subnetwork of hub genes in cluster 1 was depicted in detail (Fig. 4c). Protein coding genes that were most connected to five candidate lncRNAs were likely the potential target genes of these lncRNAs. Known lncRNA MSTRG.360.1 (NONCODE ID: NONGGAT000276.2) was most correlated with TNFRSF6B, HDAC9, CTLA4, CXCL12, SWAP70, and JCHAIN; known lncRNA MSTRG.6725.1 (NOCODE ID: NONGGAT004747.2) was most correlated with CTLA4 and JCHAIN. Putative lncRNA MSTRG.6754.1 was most correlated with IGF-I, CD72, and CXCL12; putative lncRNA MSTRG.15539.1 was most strongly correlated with HDAC9, SWAP70, JCHAIN, and CD72; putative lncRNA MSTRG.7747.5 was most strongly correlated with HDAC9, CD8B molecule (CD8B), CD72, and IGF-I. In addition, known lncRNA MSTRG.360.1 was also highly correlated with MOV10 (correlation = − 0.92, *P*-value < 10^− 6^), suggesting that MSTRG.360.1 may have effect on mRNA cleavage and miRNA silencing. Notably, the DE protein coding genes CD72, CTLA4, HDAC9, JCHAIN, and SWAP70 in cluster 1 were also strongly correlated with each other, providing us with an integrated lncRNA-mRNA co-expression network.

Protein coding genes both as hub genes and as specific intergroup DE genes, e.g., CTLA4, HDAC9, CXCL12, JCHAIN, CD72 and SWAP70, must contribute tremendously to the modulation of host immunity during MD pathogenesis. The hub genes SWAP70 and CD72 that shared high correlation with the five candidate lncRNAs, along with specific intergroup DE genes BCL11A, VPREB3, CD79B, and CHRNA7 were all engaged in B cell proliferation and activation, highlighting that these DE genes acted as necessary regulatory factors for B cell functions in the late-stage humoral immunity of MDV infection and the five candidate lncRNAs likely involved in these functions by regulating SWAP70 and CD72. In addition, several specific intergroup DE genes were found in the Wnt gene family. WISP1 was the hub gene in cluster 4; it was most connected to candidate lncRNAs MSTRG.6754.1 (correlation = 0.81, *P*-value = 7.6 × 10^− 5^) and MSTRG.360.1 (correlation = 0.83, *P*-value = 3.7 × 10^− 5^). Inverse correlation between WISP1 and other members of the Wnt gene family [WIF1 and WISP1 pair (correlation = − 0.70, P-value = 1.8 × 10^− 3^), WISP1 and Wnt11 pair (correlation = − 0.75, P-value = 5.0 × 10^− 4^), and WISP1 and Wnt10A pair (correlation = − 0.80, P-value = 1.1 × 10^− 4^)] suggested that WISP1 negatively controlled the expression of these genes and candidate lncRNAs MSTRG.6754.1 and MSTRG.360.1 regulated the Wnt signaling pathway by controlling WISP1. DNA topoisomerase II alpha (TOP2A), a non-differentially expressed gene with high GS (0.87) and MM (− 0.97) values, was strongly correlated with CTLA4 and IL10 as well as two candidate lncRNAs MSTRG.7747.5 and MSTRG.6725.1. Though the expression level of TOP2A was not significantly different among groups based on DESeq2 method, it still exhibited substantial variance as calculated by MAD (Median Absolute Deviation). Furthermore, MSTRG.7747.5, which strongly correlated with both IGF-I (correlation = 0.94, P-value < 10^− 6^) and TOP2A (correlation = − 0.87, P-value < 10^− 6^), likely participated in the regulation of cell cycle.

### qPCR validation

The expression levels of five candidate lncRNAs and DE gene IGF-I were confirmed by quantitative reverse transcription PCR (RT-qPCR) (Fig. 5). β-actin was used as the endogenous control. Total cDNA of 12 individuals in the TS and SS groups was used for quantitative analysis. The results of RT-qPCR were consistent with the results of RNA-Seq. Primer sequences and agarose gel electrophoresis pictures of five candidate lncRNAs are listed in Additional file 9.

**Fig. 5:**
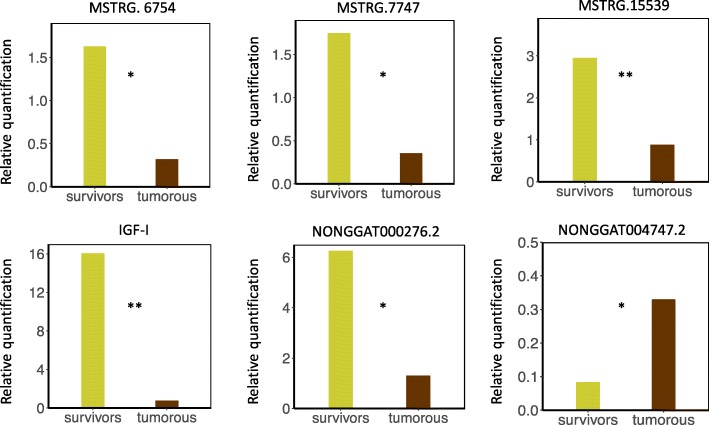
Quantitative PCR analysis of five candidate lncRNAs and IGF-I. * and ** respectively represent the significant difference in gene expression between two groups (* for *P*-value < 0.05 and ** for *P*-value < 0.01)

## Discussion

In this study, we performed rRNA-free strand-specific transcriptome sequencing on all 17 samples and developed a precise pipeline to identify known and putative lncRNAs in chicken spleens. The use of paired-end, high-throughput sequencing ensured the integrity of the transcriptomes, making it possible to construct a more complete landscape of both known and novel lncRNAs. The lncRNAs obtained previously were poorly assembled. We hereby used an alignment method and set strict filtration parameters to identify known lncRNAs and re-assembled them comprehensively. A combination of two well-tested algorithms greatly reduced false positive rates in discriminating putative lncRNAs from unannotated transcripts. We characterized the genomic features of these lncRNAs and found that the results were in good agreement with previous studies, demonstrating the reliability of the putative lncRNAs we identified [26, 28, 31]. To better understand the underlying functional relationship between lncRNAs and mRNAs in tumorigenesis and MD resistance, we profiled comprehensive gene expression patterns in chicken spleen and constructed a co-expression network of lncRNAs and mRNAs.

### Specific intergroup DE genes in MD resistance and tumorigenesis

Many studies have analyzed changes in gene expression levels during different stages of MDV pathology in different chicken viscera. Most of them were interested in the cytolysis or latency stages. Given that MD is a complex disease—the pathogenicity of which cannot be explained by only a few genes—numerous genes were found bearing close relationships with MD resistance. By comparing previous studies, we found some DE protein coding genes overlapped with former results (Table 2). The expression levels of several MD resistant genes such as granzyme A (GZMA), IFNG, IL10, TPD52L1, IGF-I, and CXCL12 were significantly different between the tumorous spleens and the spleens of survivors, which was in line with our former microarray data described by Lian et al. [32]. 

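Of the genes named here, IL10 had a row of its own. It had 2.18 ± 1.26 CPM (SD, n = 7) in the TS group, 0.233 ± 0.388 (SD, n = 5) in SS and 0.0215 ± 0.0224 (SD, n = 5) in NS. TS birds were above SS birds in 34 of 35 pairs (two-sided exact permutation test, p = 0.00253) and above NS birds in 35 of 35 (exact permutation p = 0.00126). The paper lists IL10 as DE in both contrasts in these birds, so these p-values are no independent evidence. The log2 fold change of TS over SS was 2.97 (standard error 3.54) in the edgeR fit with sex and DPI and was not called. It was 3.25 (standard error 1.06) with sex as the only covariate, where it was not called, and 3.22 without covariates, where it was. Against NS it was 6.43 (standard error 1.05, adjusted p = 0.0180 in the quasi-likelihood test of edgeR), and it stayed between 5.77 and 6.95 with each bird left out in turn. The call was lost without NS bird s12-1, where the log2 fold change was 6.29.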

More extensively, we found that some of them were specific intergroup differentially expressed. According to the co-expression network and considering its critical effects on the development of lymphocytes and monocytes, CXCL12, a hub gene in cluster 1—simultaneously strongly related to many other MD resistant protein coding genes, e.g., CD72 and CD8B, as well as candidate lncRNAs MSTRG.360.1 and MSTRG.6754.1—may play an important role in immune response and tumor growth and metastasis induced by MDV infection [33]. Yu et al. (2011) reported that CTLA4, HAS3, WISP1, and TSPAN8 was differentially expressed between MD-resistant and -susceptible chickens at 10 DPI [34]. These genes exclusively differentially expressed in TS vs. NS contrast at late neoplastic transformation phase, which indicated that these genes were transcriptionally varied between the TS and SS group at late neoplastic stage. There were very few DE annotated genes in the SS vs. NS contrast and we did not find DE lncRNAs in this contrast with high GS and MM values or strong correlation with MD resistance-related genes.

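None of the 5 candidate lncRNAs was called in the SS vs. NS contrast by edgeR with sex and DPI as covariates. The log2 fold changes of SS over NS were 0.25 (standard error 1.34) for MSTRG.6754.1, -0.02 (standard error 0.960) for MSTRG.7747.5, -1.07 (standard error 0.771) for MSTRG.15539.1, 1.76 (standard error 1.07) for MSTRG.360.1 and 0.32 (standard error 1.03) for MSTRG.6725.1. In this contrast the standard error grew 2.61-fold (median over genes) when DPI was added, since all SS birds were sampled later than all NS birds. Without DPI the 5 log2 fold changes were 0.30, -0.09, -0.37, 0.33 and 0.22 in the same order.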

**Table 2:** Fold change and adjusted P-value of partial specific intergroup DE genes and MD resistanc-associated genes reported previously

Ensembl ID	Gene Name	TS vs. NS		TS vs. SS	
		Fold change	Padj	Fold change	Padj
ENSGALG00000000892	IL10	6.70	7.77 × 10^−18^	3.30	1.80 × 10^−3^
ENSGALG00000008267	IL5RA	−3.03	1.90 × 10^−5^	–	–
ENSGALG00000016288	IL1RAPL1	–	–	−3.44	1.29 × 10^−6^
ENSGALG00000021113	IL3	3.43	1.87 × 10^−4^	–	–
ENSGALG00000006329	IL9	4.62	2.17 × 10^−2^	–	–
ENSGALG00000006801	IL13	5.63	1.34 × 10^−3^	–	–
ENSGALG00000009903	IFNG	2.32	3.43 × 10^−4^	–	–
ENSGALG00000008666	CTLA4	3.04	3.15 × 10^−11^	–	–
ENSGALG00000014843	TPD52L1	–	–	−3.70	3.69 × 10^− 2^
ENSGALG00000030115	WISP1	−2.35	6.24 × 10^−4^	–	–
ENSGALG00000010152	TSPAN8	−2.68	4.69 × 10^−4^	–	–
ENSGALG00000016590	TLR7	−3.15	4.58 × 10^−7^	–	–
ENSGALG00000004096	CHRNA7	−2.42	9.81 × 10^−6^	–	–
ENSGALG00000005750	SWAP70	−2.02	7.08 × 10^−9^	–	–
ENSGALG00000015902	CD8B	−2.90	8.98 × 10^−6^	−3.37	6.70 × 10^−5^
ENSGALG00000005194	CD72	−3.32	4.91 × 10^−7^	−3.27	2.19 × 10^−4^
ENSGALG00000000251	CD79B	−2.69	4.97 × 10^−6^	–	–
ENSGALG00000010854	HDAC9	−2.26	9.44 × 10^−5^	–	–
ENSGALG00000000630	HAS3	5.24	3.11 × 10^−3^	–	–
ENSGALG00000006106	TNFRSF6B	10.88	1.11 × 10^−15^	2.78	2.22 × 10^−2^
ENSGALG00000006346	CXCL14	6.08	2.34 × 10^−3^	–	–
ENSGALG00000041346	CXCL12	−2.14	7.89 × 10^−5^	–	–
ENSGALG00000012755	IGF-I	−4.60	2.35 × 10^−7^	−4.15	6.40 × 10^−5^
ENSGALG00000041204	IGF2PB1	3.42	2.65 × 10^−4^	–	–
ENSGALG00000036519	CDC6	2.23	1.25 × 10^−2^	–	–
ENSGALG00000034048	BCL11A	–	–	−2.46	1.0 × 10^−2^
ENSGALG00000021136	VPREB3	−3.84	4.05 × 10^−5^	–	–
ENSGALG00000011355	Wnt10A	–	–	5.48	2.37 × 10^−2^
ENSGALG00000036255	Wnt7B	2.90	2.82 × 10^−2^	–	–
ENSGALG00000037494	Wnt8C	4.77	3.26 × 10^−2^	–	–
ENSGALG00000000839	Wnt11	4.48	1.72 × 10^−3^	–	–
ENSGALG00000004401	Wnt11B	3.77	8.98 × 10^−4^	–	–
ENSGALG00000039209	WIF1			3.78	6 × 10^−3^

Abbreviation: *TS* the tumorous spleens, *NS* noninfected spleens, *SS* the spleens of survivors. Fold change greater than zero represents that genes expression level increase in the tumorous spleens. Fold change smaller than zero represents that genes expression level decrease in the tumorous spleens. “-” means no difference in expression level between compared groups

We subsequently screened all specific intergroup DE genes that have not been reported previously. In these specific intergroup DE genes, BCL11A, VPREB3, CD79B, CHRNA7, and SWAP70 that all involved in B cell proliferation and activation, would likely impact B cell function in MDV pathogenesis and malignant tumor formation. Additionally, SWAP70 and CD72 were the hub genes in cluster 1. Some members of the Wnt gene family were specific intergroup DE genes, e.g., Wnt7B, Wnt8C, Wnt10A, Wnt11, and Wnt11B, as well as WIF1 (Wnt inhibitory factor 1) and cluster 4 hub gene WISP1. It has been reported that WISP1 is downstream of the Wnt signaling pathway and its overexpression will inhibit apoptosis and promote cell proliferation and migration in glioblastoma cells, as verified by a knockdown experiment in vivo [35]. However, other studies have revealed that WISP1 may be conducive as a proliferative agent [36, 37]. 

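WIF1 (ENSGALG00000039209), a secreted inhibitor of Wnt ligands, had 4 to 29 counts in a TS bird, 0 to 4 in an SS bird and 0 to 9 in an NS bird. TS birds were above SS birds in 35 of 35 pairs (two-sided exact permutation test, p = 0.00253) and above NS birds in 32 of 35 (exact permutation p = 0.0139). Adjusted over the 63 permutation tests, these were 0.00758 and 0.0313. The paper lists WIF1 as DE between TS and SS in these birds, so the p-values of that contrast are no independent evidence. The log2 fold change of TS over SS was 1.38 (standard error 3.21) in the edgeR fit with sex and DPI, where it was not called, and 3.58 (standard error 1.01) with sex as the only covariate, where it was. SS and NS birds did not differ (exact permutation p = 0.0794). Between TS and SS birds Wnt7B and Wnt11B did not differ beyond the spread between birds (exact permutation p = 0.107 and 0.141), nor did Wnt8C (exact permutation p = 0.981).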

In our research, the reduction in expression levels of WISP1 was observed in the TS group compared with the NS group, which suggested that WISP1 may act as a tumor suppressor gene in MD-induced tumorigenesis, unlike its oncogenic role in many kinds of human cancers and cell lines.

### Interaction between candidate lncRNAs and hub genes

DE protein coding genes and lncRNAs in the TS group exhibited higher variability in expression levels compared with the SS and NS groups and no significant sex or time effects were observed in DE genes (Additional file 10: Figure S4). 

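The spread of expression was compared as the median, over called genes and lncRNAs, of the SD of log2 CPM within a group. Over the 549 genes and lncRNAs called in any contrast, the median SD was 1.16 in the 7 TS birds and 1.28 in the 10 SS and NS birds, a ratio of 0.9001 (two-sided exact permutation test of the centred birds, p = 0.570). This set holds the 142 genes and 66 putative lncRNAs called in SS vs. NS, which mostly differed with sex, so its ratio also depends on the sexes within each group. The ratio was 1.18 over all 20029 tested genes (exact permutation p = 0.0772) and 1.05 over the 341 called in the TS vs. NS contrast (exact permutation p = 0.711), a set chosen after the values were seen. Over the 549 it was 0.553 without s7-2 (exact permutation p = 0.000125). That bird is the only male in TS, so this leaves TS with females alone. The ratio was 1.01 without SS bird s24-11. Over the 1373 features called with sex as the only covariate it was 0.998 (exact permutation p = 0.985). In the edgeR fits 187 genes had a sex effect at an adjusted p under 0.05 in the TS vs. SS contrast, 0 in TS vs. NS (678 at an unadjusted p under 0.05, and 34 by DESeq2) and 146 in SS vs. NS. A DPI effect was found for 0 genes in TS vs. SS (744 at an unadjusted p under 0.05, and 13 by DESeq2), 0 in TS vs. NS (1198, and 88 by DESeq2) and 171 in SS vs. NS. Of the 332 genes called in TS vs. NS, 0 had a sex or DPI effect (36 each at an unadjusted p under 0.05; 4 and 2 by DESeq2). Of the 142 called in SS vs. NS, 130 had a sex effect and 141 a DPI effect (56 and 59 by DESeq2). With the sexes of NS birds s12-1 and s21-5 exchanged, the TS vs. NS contrast had 164 sex effects and 0 DPI effects (773 at an unadjusted p under 0.05), with 2 and 0 of them among the 332 (34 and 22 at an unadjusted p under 0.05). The SS vs. NS contrast then had 187 sex effects and 0 DPI effects (619 at an unadjusted p under 0.05), with 136 and 0 of them among the 142 (4 DPI effects at an unadjusted p under 0.05).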

We conducted co-expression network analysis to find the relatedness between lncRNAs and mRNAs. Five candidate lncRNAs strongly correlated with the greatest number of immune-related and cell cycle-related genes and possessed high values of GS and MM. Most of their potential target genes were reported differentially expressed between MD-resistant and -susceptible chicken lines, e.g., HDAC9 and IGF-I. Some candidate lncRNAs shared the same potential target genes in functional regulation, such as CD72, SWAP70, CTLA4, and CXCL12, indicating the functional intersection of these lncRNAs and the importance of their common potential target genes. The expression variation of CD72, SWAP70 and other specific intergroup DE genes that affect B cell proliferation and activation in the host adaptive immunity system appeared to be the cause of B-cell function abnormality in the TS group. The strong correlation between five candidate lncRNAs and hub gene CD72 and SWAP70 highlighted the essential roles of lncRNAs in regulating B-cell function. Candidate lncRNAs MSTRG.6754.1 and MSTRG.360.1, strongly correlated with hub gene WISP1—the expression levels of which were inversely correlated with other members of the Wnt gene family, may inhibit malignant lymphoma formation through regulating Wnt signaling pathway. In addition, lncRNA MSTRG.7747.5 was highly correlated with cell cycle-related genes TOP2A and IGF-I. Our results showed that candidate lncRNAs were positively or inversely correlated to potential target genes, indicating that lncRNAs can either inhibit or facilitate gene expression. For instance, candidate lncRNA MSTRG.6725.1, upregulated in the TS group, was positively correlated with hub gene CTLA4 (correlation = 0.91, *P*-value < 10^− 6^), while inversely correlated with hub gene JCHAIN (correlation = − 0.89, P-value < 10^− 6^). 

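MSTRG.360.2 covers chromosome 1 of Gallus_gallus-5.0 from 39859120 to 39980929 with 62 exons, and shares most of its length with MSTRG.360.1, so the counts of both depend on how fragments were divided between them. It had 0 counts in all 7 TS birds, which allows up to 0.00403 CPM over the group from counting error alone, with each count taken as independent. It had 2 to 3848 counts in the SS birds and 2 to 7173 in the NS birds, so every bird without tumor was above every TS bird (two-sided exact permutation test, p = 0.00126, the smallest possible, in both contrasts). The filter on low counts removed it from the edgeR fits, and DESeq2 gave no adjusted p for it in TS vs. SS, with or without DPI. Without the filter its edgeR adjusted p was 0.0968 in TS vs. NS. In TS vs. SS the unfiltered edgeR fit did not call it. Its log2 fold change there was -14.0 with a standard error of 1.4e+07, too large to decide. In TS vs. NS DESeq2 gave an adjusted p of 2.3e-08 with sex and DPI and of 1.11e-08 with sex as the only covariate, and none with the sexes of s12-1 and s21-5 exchanged. The counts were 2 to 11 in 4 of the SS birds and 2 to 10 in 3 of the NS birds, while s24-7 had 3848, s17-2 had 2164 and s12-1 had 7173. The spread between birds was large, at 5.97 ± 13.2 CPM (SD, n = 5) in SS and 14.6 ± 23.5 (SD, n = 5) in NS.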

Meanwhile, known lncRNA NONGGAT000276 produced two alternative splicing isoforms in our study, MSTRG.360.1 and MSTRG.360.2, and only MSTRG.360.1 differentially expressed between the TS vs. SS contrast and strongly correlated with MD resistance.

Given that researches investigating the function of long noncoding RNAs involved in the pathogenic mechanisms of MD in chicken are very limited, only two lncRNAs reported in previous MD studies compared with our data. The first was linc-Satb1 which were potentially expressed in bursa of an infected MD-resistant chicken line at 10 DPI; it strongly correlated with nearby protein coding gene SATB1 that was involved in T cell development and activation [31]. The second lncRNA was linc-Galmd3 reported by Han et al. (2017); they found that linc-Galmd3 was highly expressed in MDV-infected chicken CD4+ T cells in peripheral blood. A knockdown experiment revealed that loss of function of Galmd3 suppressed MD viral replication [30]. We aligned the sequence of these two lncRNAs with our transcripts and found they were 100% concordant in two known lncRNAs, MSTRG.5613 and MSTRG.9931, respectively, and the lengths of the two lncRNAs were longer than those of linc-Satb1 and linc-Galmd3, suggesting that MSTRG.5613 and MSTRG.9931 were likely the transcript isoforms of linc-Satb1 and linc-Galmd3 in chicken spleen. This may result from the difference between the two studies, including reference genome versions, sequencing depth, and the assembly algorithm. These two lncRNAs were not differentially expressed between comparisons. 

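MSTRG.5613 was represented by MSTRG.5613.2 and MSTRG.5613.7 on the minus strand of chromosome 2, from 35245697 to 35342798 with 6 exons and from 35278273 to 35342797 with 7 exons. MSTRG.9931.1 lies on the minus strand of chromosome 4 from 243993 to 249564 with 1 exon. MSTRG.5613.2 had 85.3 ± 26.0 CPM (SD, n = 7) in TS, 159 ± 37.1 (SD, n = 5) in SS and 129 ± 21.2 (SD, n = 5) in NS. It was lower in TS than in SS (two-sided exact permutation test, p = 0.00505, adjusted 0.0127 over the 63 permutation tests) and than in NS (exact permutation p = 0.0202, adjusted 0.0386). MSTRG.5613.7 had 52.7 ± 24.9 CPM (SD) in TS, 109 ± 24.9 (SD) in SS and 95.6 ± 17.0 (SD) in NS (exact permutation p = 0.0101 and 0.0164, adjusted 0.0245 and 0.0334). MSTRG.9931.1 had 41.3 ± 16.2 CPM (SD) in TS, 47.9 ± 11.6 (SD) in SS and 51.3 ± 12.1 (SD) in NS and did not differ (exact permutation p = 0.390 and 0.251). None of the 3 transcripts was called in any contrast by edgeR. With sex and DPI in the model the log2 fold change of TS over SS was 0.53 (standard error 0.873) for MSTRG.5613.2, 0.58 (standard error 1.19) for MSTRG.5613.7 and -1.003 (standard error 1.06) for MSTRG.9931.1. With sex as the only covariate it was -0.90 (standard error 0.255) for MSTRG.5613.2, -1.04 (standard error 0.338) for MSTRG.5613.7 and -0.26 (standard error 0.302) for MSTRG.9931.1, short of the threshold of 2.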

The likely reason may be the differences in tissue-types and MD pathological stages that we considered. The previous two studies focused on latency or early stages of MD pathogenesis while we were more interested in the late neoplastic stage; also, the viral strain we used was less virulent so that we could be certain the chicken would remain viable till the late neoplastic transformation.

## Conclusion

In this study, we presented splenic mRNA and lncRNA repertoires in chicken and found certain oncogenesis and MD resistance-related genes differentially expressed between groups. Through co-expression network analysis, we identified several hub genes that may play pivotal roles in MD resistance and tumorigenesis and also found five DE lncRNAs that were strongly related to these hub protein coding genes. Furthermore, one of the five lncRNAs plays a role in cell cycle regulation based on its close relationship with IGF-I and TOP2A. Several specific intergroup DE genes, as well as network hub genes, participated in B lymphocyte activation and the Wnt signaling pathway, e.g., BCL11A, SWAP70, WISP1, and Wnt11. The five candidate lncRNAs closely correlated with these protein coding genes, exerting significant effects on MD-induced tumorigenesis through regulating their target genes. We hope that the DE mRNAs and lncRNAs identified in this study provide valuable transcriptomic and epigenetic insights into MD resistance and its pathological mechanism.

## Methods

### Biological samples

Information on experimental samples was provided in our previous study [32]. Briefly, 150 one-day-old specific-pathogen-free (SPF) White Leghorn (BWEL) chicks were separated into two groups. One hundred of them were infected intraperitoneally with 2000 plaque-forming units (PFU) of the MDV-GA strain and the remaining birds were injected with the same volume of diluent (0.2 mL) as the noninfected group on the first day after hatching. The two groups were housed independently and they were observed 2–3 times daily. Birds were euthanized by T-61 intravenously (0.4 ml/kg) and tumorous spleens were collected. Animal experiments were approved by the Animal Care and Use Committee of China Agricultural University (Approval ID: XXCB-20090209) and the experiment was performed according to regulations and guidelines established by this committee. In our study, five noninfected spleens (NS), five normal spleens of the survivors (SS), and seven MDV-infected tumorous spleens (TS) were sampled, for which RNA-Seq was conducted. The collection time points and the gender of samples are shown in Table 3. Ribosomal RNA was removed by Epicentre Ribo-zero™ rRNA Removal Kit (Epicentre/Illumina, San Diego, CA, USA).

**Table 3:** Detailed information on 17 total samples

Group	Subgroup	Sample ID	Sex	Collection time point (dpi)
noninfected	–	s17–1	Female	43
noninfected	–	s17–2	Female	43
noninfected	–	s14–5	Male	40
noninfected	–	s21–5	Male	49
noninfected	–	s12–1	Female	37
infected	tumorous	s10–4	Female	35
infected	tumorous	s13–2	Female	38
infected	tumorous	s14–8	Female	40
infected	tumorous	s16–2	Female	42
infected	tumorous	s6–3	Female	31
infected	tumorous	s7–2	Male	32
infected	tumorous	s9–2	Female	34
infected	survivor	s24–11	Female	55
infected	survivor	s24–6	Female	55
infected	survivor	s24–7	Female	55
infected	survivor	s24–8	Female	55
infected	survivor	s24–9	Male	55

### RNA-Seq and transcriptome assembly

RNA-Seq were performed in all 17 samples using the Illumina Hiseq 4000 platform and 150 bp paired-end reads were generated. Ribosomal RNA was removed from total RNA prior to sequencing. RNA-Seq reads were qualified by NGS QC Toolkit [38]. Clean reads were aligned to the chicken reference genome using HISAT2 (version 2.1.0) and parameters were set as default [39]. Chicken reference genome and its annotation were downloaded from Ensembl (version Gallus_gallus-5.0; GCA_000002315.3). We used RSeQC to examine the rRNA residues [40]. We re-assembled the chicken transcriptome using StringTie (version 1.3.3b) [41]. The mapping and re-assembly were performed as previously described [42].

### Identification of lncRNAs

We used several strict filters to winnow potential lncRNAs from all transcripts. First, transcripts shorter than 200 nt and without strand information were removed; second, transcripts with class code “=”, “e”, “p,” and “c” were discarded; and third, transcripts with low expression levels (FPKM < 1) were filtered out. Subsequently, we downloaded the sequence of known lncRNAs from two multispecies lncRNA databases, ALDB (Domestic-Animal LncRNA Database) [43] and NONCODE [44], which contain 8923 and 12,850 chicken lncRNAs, respectively. Then we used BLAST (version 2.2.26) [45] to align the unannotated transcripts to lncRNAs from two databases with stringent parameters (e value ≤1 × 10^− 6^, perc_identity ≥90%, and alignment length must be longer than 90% of the length of lncRNAs from two databases). The transcripts perfectly aligned with sequences in either ALDB or NONCODE were regarded as known lncRNAs.

### Coding potential analysis

We calculated the coding potential of each transcript using three tools: CPC [46], CNCI [47], and PLEK [48]. CPC is considered a classic software for coding potential prediction. CNCI is less dependent on genomic information and is still robust in dealing with lncRNAs with much longer length. PLEK can handle long read-length sequences and is compatible with SNPs and short InDels. These three lncRNA predictor all based on the same classification model—support vector machine (SVM) and have proven to be highly effective in discriminating lncRNAs [49]. The intersection of the results from these three tools was used in the downstream analyses. We then calculated the CSF index of each unannotated transcript [50]. CSF is based on the frequency changes in the pairs of codons which are substituted inconsistently between coding and noncoding sequences in informants and target species. We chose human, mouse, rat, opossum, and zebra finch as informant species [51]. Multiple alignment was implemented using threaded-blockset aligner (TBA) [52]. When the pairs of codons met following conditions: (1) no gap in alignment; (2) no stop codons; (3) the aligned codons were not the same, then a CSF score would be assigned to the pair of codons. The score is a log likelihood ratio indicating how much more frequently substitution occurs in coding regions than in noncoding regions. This ratio is derived from the coding substitution matrix (CSM):

$$ {CSM}_{a,b}=P\left( informant\ codon\ b\ \right|\  target\ codon\ a,a\ne b\Big) $$

Given that the CSM of two training data sets were calculated, the standard coding sequences (CSM^C^) and the noncoding sequences (CSM^N^), the CSF score will be assigned to a codon substitution (a, b) by:

$$ \mathrm{CSF}=\mathit{\log}\frac{CSM_{a,b}^c}{CSM_{a,b}^n} $$

For coding sequences, we downloaded the CDSs of each annotated gene of the informant species and target species from Ensembl and then we randomly extracted 10,000 CDSs from them as the coding sequences training data set. For noncoding sequences, we randomly extracted 10,000 sequences from intergenic regions that were larger than 2 kB and contained no repetitive elements. For each codon substitution, the CSF score is calculated between the target species and each informant. CSF assigns a score to the alignment of target and each informant species by evaluating the score in every 90 bp sliding window, overlapping by 1 bp. The highest score out of these windows was the final score of the alignment. The median of CSF scores of each pair of codon from all informants was calculated to obtain a composite score. The CSF algorithm was implemented using custom python scripts. To determine the threshold of CSF scores from the training data set and to test whether the CSF score has a good classification efficiency, we performed ROC curve analysis on the CSF scores of both coding and non-coding sequences [53] and to set the CSF score threshold to classify coding and noncoding sequences. ROC curve analysis is an effective method to judge the quality of a classifier. According to the AUC calculated by the ROC curve, the larger the AUC, the better the classifier. The points with the best sensitivity and specificity on the ROC curve were selected and set as the best classification point. To further verify the robustness of CSF scores in our research, the CSF algorithm was conducted in 2727 sequences that were randomly selected, including 785 protein coding gene sequences from Ensembl and 1942 randomly selected chicken lncRNAs from NONCODE.

### Conservation analysis and differential expression analysis

Putative lncRNAs were categorized according to their genomic location as previously described [54]. We used phast software to compute the conservation score of protein coding genes, known lncRNAs, and putative lncRNAs [55]. Human, rat, mouse, opossum, and zebra finch were used as the queries. Fourfold degenerate sites were used to estimate the non-conserved model. The first codon positions were used to estimate the conserved model. After that, HMM transition parameters were tuned for phastCons to calculate the conservation score.

From all of the putative lncRNAs, known lncRNAs, and annotated protein coding genes, we used DESeq2 (version 1.16.1) to identify differentially expressed genes in different comparisons [56]. Read counts were fitted by generalized linear model and variables of sex and DPI were added in the design formula so that the variances caused by them would be corrected in differential expression analysis (design = ~ sex + dpi + status; where status represented tumorous, survivors, and noninfected). Protein coding genes and lncRNAs with differential expression levels must meet two criteria: adjusted *P* value < 0.05 (Benjamini-Hochberg adjustment) and |log2FoldChange| ≥ 2. Heatmap was drawn by R package pheatmap [57]. The power analysis was conducted using R package: RnaSeqSampleSize [58]. Powers were estimated in the TS vs. SS contrast, the TS vs. NS contrast, and the SS vs. NS contrast. Average reads count, ratio of geometric means of normalization factor, and median dispersion of DE genes were calculated by DESeq2 (estimateSizeFactors and estimateDispersions functions): 589, 1.1, 0.161 in the TS vs. SS contrast, 558, 1.08, 0.169 in the TS vs. NS contrast, and 673, 1.01, 0.116 in the SS vs. NS contrast, respectively.

### Co-expression network construction and functional enrichment analysis

An expression level matrix of all putative lncRNAs and known lncRNAs was constructed. In addition, given that genes without notable expression variation among samples would be highly correlated and influence the accuracy of the correlation network, the top 5152 most variant protein coding genes among the 17 samples were included and the median absolute deviation (MAD) was used as a variability measurement. We constructed a weighted co-expression network and calculated the Pearson correlation of each gene pair using R package WGCNA [59]. Hub genes were those that possessed high absolute values of GS and MM (both greater than 0.7) in their own clusters. The co-expression network was visualized using Cytoscape [60]. Highly correlated gene pairs (top 5% TOM) were listed as the input file for Cytoscape then the output network format was customized. Ensembl gene IDs were submitted to DAVID, a web-based functional enrichment analysis tool, to estimate enrichment in gene ontology (GO) terms and Kyoto Encyclopedia of Genes and Genomes (KEGG) terms [61]. The *P*-value of protein coding genes enrichment was adjusted by Benjamini-Hochberg FDR (false discovery rate) and its threshold was set as 0.05.

### Quantitative PCR

Total cDNA was synthesized and gDNA was removed using EasyScript One-Step gDNA Removal and cDNA Synthesis SuperMix (TransGen Biotech, Beijing, China). Power SYBR Green PCR Super Mix (Applied Biosystems, Foster City, CA, USA) was used as a nucleic acid stain and qPCR was performed on an ABI 7500 Real-Time PCR system. Chicken β-Actin was used as an endogenous control. Relative quantifications of genes were calculated by − 2^-ΔΔCT^ method. The primers were designed using NCBI Primer-Blast [62].

## Additional files

Additional file 1: Genomic location of 1166 newly re-assembled known lncRNAs in ALDB and NONCODE.

Additional file 2: Genomic location and classification of 1315 putative lncRNAs.

Additional file 3: **Figure S1.** Chromosomal distribution of 1315 putative lncRNAs. 641 putative lncRNAs (48.7%) located in small scaffolds which are not shown in this figure. Chromosome Z is the second-most putative lncRNAs which has 133 putative lncRNAs (10.1%).

Additional file 4: **Figure S2.** Heatmaps of DE lncRNAs between the tumorous spleens and noninfected spleens. **a** the expression level of DE putative lncRNAs in each individual from the tumorous spleens and noninfected spleens. **b** DE known lncRNAs in each individual from the tumorous spleens and noninfected spleens.

Additional file 5: DE protein coding genes, known lncRNAs and putative lncRNAs in 17 samples.

Additional file 6: The number of protein coding genes and lncRNAs included in each clusters and the cluster-trait relationship.

Additional file 7: Gene Significance, Module Membership, and *P*-value of protein coding genes and lncRNAs in WGCNA co-expression network. MM1 (Module Membership between gene and cluster 1); P_MM1 (P-value of each MM1); GS (Gene Significance); PG (P-value of each Gene Significance).

Additional file 8: **Figure S3.** Genomic location of three putative candidate lncRNAs and their overlapping elements.

Additional file 9: **Table S1.** Primer sets of five candidate lncRNAs and IGF-I used in quantitative PCR analysis; QPCR gel picture of five candidate lncRNAs;

Additional file 10: **Figure S4.** Principal components analysis (PCA) of DE protein coding genes and lncRNAs in three comparisons, including DE putative lncRNAs, DE known lncRNAs, and DE protein coding genes.

## Abbreviations

AUC: area under the curve
CSF: codon substitution frequency
CSM: coding substitution matrix
dpi: day post-infection
GO: gene ontology
KEGG: Kyoto Encyclopedia of Genes and Genomes
MAD: median absolute deviation
MD: Marek’s disease
MDV: Marek’s disease virus
MHC: major histocompatibility complex
NS: noninfected spleens
ROC: receiver operating characteristic
SS: spleens of survivors
SVM: support vector machine
TOM: topological overlap matrix
TS: the tumorous spleens

# Supplementary material for: Integrated analysis of lncRNA and mRNA repertoires in Marek’s disease infected spleens identifies genes relevant to resistance
**Source:** BMC Genomics. 2019 Mar 28;20:245. doi: 10.1186/s12864-019-5625-1

Table S1. primers sequences used in quantitative PCR

| genes | direction | sequences（5’-3’） |
| --- | --- | --- |
| IGF-I | Forward | TCTTGAAGGTGAAGATGCACAC |
|  | Reverse | GCCTCCTCAGGTCACAACTC |
| MSTRG.6754.1 | Forward | AGCACCCCATAGCCTTAGGA |
|  | Reverse | CCTTTGCACAACCAGAGTGC |
| MSTRG.7747.5 | Forward | GGTGGAACAGAGCAGGGTC |
|  | Reverse | ATCAGCGATGTGCAGTTCTTC |
| MSTRG.15539.1 | Forward | GTCATTAGCCGGGCTCCAAT |
|  | Reverse | TTCGTTGGGCGCTCATTAGT |
| NONGGAT000276. | Forward | AGTCACCTTCTGACATGCGG |
|  | Reverse | ACTTGAGTCAATCTAACATGCAC |
| NONGGAT004747.2 | Forward | GAAGAGCCGCACGCTATTTG |
|  | Reverse | CAGGTGGGTTCTCCACTGTC |
| β-Actin | Forward | GAGAAATTGTGCGTGACATCA |
|  | Reverse | CCTGAAACCTCTCATTGCCA |

Gel picture of five candidate lncRNAs

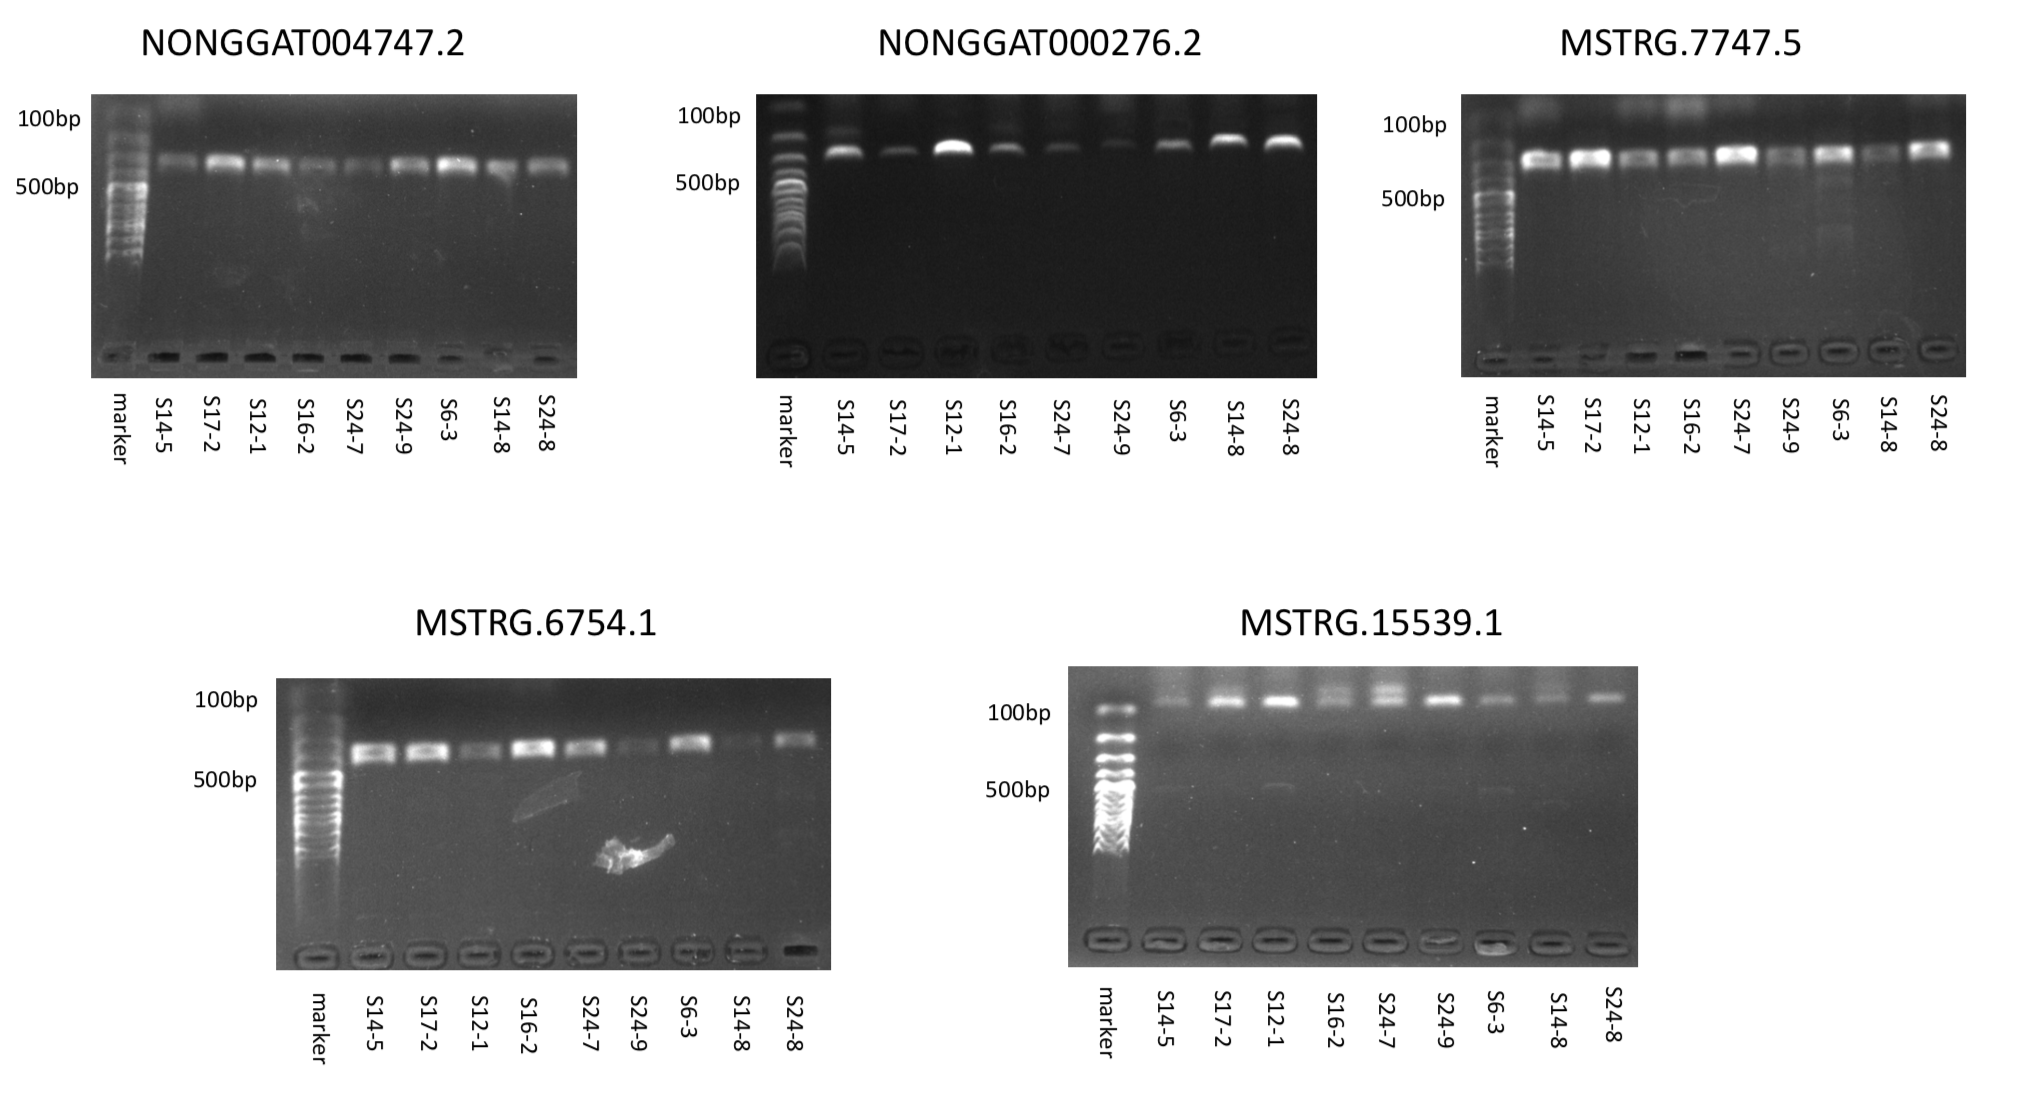

**Supplement:** Supplementary file 9 — Table S1. Primer sets of five candidate lncRNAs and IGF-I used in quantitative PCR analysis; QPCR gel picture of five candidate lncRNAs;

How the deposited data were processed for this re-analysis (not part of the article)

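Spleens of 17 chickens were analysed: 7 tumorous spleens (TS) and 5 spleens of survivors (SS) from birds infected with Marek's disease virus, and 5 spleens of noninfected birds (NS). Group, sex and sampling day were taken from the sample labels and Table 3 of the paper. Every column of the deposited matrices was matched to 1 bird by name, and 0 columns were left without a sample.

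The authors filtered the reads with NGS QC Toolkit, aligned them with HISAT2 to Gallus_gallus-5.0 with the Ensembl annotation and re-assembled the transcripts with StringTie. They deposited a gene matrix and a transcript matrix of estimated counts, in whole numbers and without normalization. The step from the assembly to counts is not given in the sources used here. The totals of both matrices are equal in each bird and exceed the mapped reads of Table 1, so the values are estimated counts. Fragments of overlapping transcripts were divided by the authors' software, and counts of isoforms carry that uncertainty. The paper describes the sequencing as strand-specific. Whether the counting used the strand is not given in the sources used here, so counts of antisense pairs are uncertain as well. No quality filter or alignment could be repeated from the matrices.

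From the deposited counts, the analysis was done in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes with low counts were removed with the default filter of edgeR applied by group, and library sizes were scaled with TMM. CPM use these sizes, and log2 CPM has a prior count of 1. Each contrast was fitted on the birds of its 2 groups with sex as a factor and day postinfection (DPI) as a number, the covariates in the formula of the paper, and tested with the quasi-likelihood F test of edgeR. Fitting the birds of 2 groups at a time was a choice made here. P-values were adjusted with the Benjamini-Hochberg method, over all tested genes of the gene matrix, and within the class for putative and known lncRNAs, which were tested on the transcript matrix. Calls needed an adjusted p under 0.05 and an absolute log2 fold change of at least 2. The class lists are those of Additional files 1 and 2. Annotated genes are the 3545 genes that kept an Ensembl ID, out of 23497. They cover a part of the protein coding genes of the paper and were not limited to protein coding genes. They held 0.0929 to 0.213% of the counts of a bird and are mostly weakly expressed.

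Single genes and lncRNAs were also compared with two-sided exact permutation tests of mean log2 CPM over all splits of the birds, 792 for 7 against 5 birds and 252 for 5 against 5, adjusted over 63 tests. These tests use no covariates. Where a gene or lncRNA had been called in these same birds, by the paper or here, its p-value in that contrast is no independent evidence. The named genes were every gene and lncRNA that the paper names with a row of its own, and for each contrast and direction up to 3 annotated genes with the largest change among those called, with a mean CPM of at least 1 and no overlap between the groups. At most 2 unnamed IDs per direction are printed. The values in the paper's tables had been seen when this rule was written. Of the 33 genes of Table 2, 8 have a row of their own. A gene list for cell types was written in symbols and could not be tested, because the matrices carry no symbols. Of 587 Ensembl IDs that Additional files 5 and 7 list more than once, 495 have different symbols in different places, so names were taken from Table 2 alone.

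Correlations of the 5 candidate lncRNAs with 8 named genes and with each other were computed within the 7 TS birds, within the 10 birds without tumor, and over 17 birds after subtracting the group means, with permutation p-values from 100000 resamples or from all pairings. Gene significance was computed over 17 birds against a trait coded 1 for TS. Module membership was computed from the cluster 1 genes in the first 1127 of the 7633 rows of Additional file 7, and no set test was made on that table.

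Each script that tests many genes was tested on simulated data with 200 genes changed by a log2 fold change of 3. The contrasts, the tests and the alternatives were fixed before the data were examined. Those alternatives are DESeq2 and limma-voom with the same covariates, DESeq2 size factors in edgeR, no filter on low counts, ~ sex + status and ~ status as models, all 17 birds in one fit, female birds only, an absolute log2 fold change of at least 1 or no threshold on it, adjustment over all transcripts, library sizes from the lncRNA class alone, and leaving out each bird in turn. Added later, after values had been seen, were DESeq2 with ~ sex + status, the sexes of NS birds s12-1 and s21-5 exchanged, 2 other feature sets for the spread, and the split of chromosome Z between 25 and 30 Mb. To test chance, the same fits were repeated on 100 splits of the birds for genes and 50 for lncRNAs, the real split included. A count of 0 is given with the limit that 3 counts over the group allow. Such limits cover counting error only. They take each count as independent. Since the totals exceed the mapped reads, a count is not 1 fragment, and the limits are too low.

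Total counts per bird were 87873684 to 136230409. RT-qPCR, sequence conservation, transcript length against protein coding genes and the WGCNA clusters were not analysed here. Exon lengths could be read for 850 of the 1315 putative lncRNAs (64.6%), and lengths were not compared for that reason. The labels and the paper give no sequencing batch.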

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

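The test of where each bird lies between the groups, reported below, was chosen before its result was seen. Its repeat over a single set of genes was chosen after, and no other test was run on the values in this part. In 69 groups of 5 or 7 birds, 6 (8.70%) had a bird far from the others, against the 5% that chance gives.

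MSTRG.6754.1 had a log2 CPM of -3.23 in TS bird s7-2, below the next lowest TS bird at -1.98 and the highest at -1.16. In the SS group it had a log2 CPM of -0.64 in bird s24-11, with the next lowest SS bird at 1.14. Both values lie on the side of the TS group, and they do not bring the groups together: every TS bird stayed below every SS bird. MSTRG.15539.1 had a log2 CPM of -3.17 in TS bird s14-8, where the next lowest TS bird stood at -0.31. The smallest counts of these transcripts were 12 and 10 in TS birds, so counting error is small against these gaps for s24-11 and larger for s7-2 and s14-8. A division of fragments with an overlapping or antisense transcript would act on single transcripts and was not tested. A difference between birds in the extent of the tumor, which the paper does not give, also stays open.

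The position of SS bird s24-11 in MSTRG.6754.1 goes with its position over genes. Each bird was placed over the genes called in the TS vs. NS contrast without DPI in the model and without that bird, 504 to 1426 genes, with the birds without tumor at 0 and the TS birds at 1. Bird s24-11 stood at 0.567, with the other SS birds at -0.0804 to 0.263, TS bird s16-2 at 0.4935 and the other 6 TS birds at 0.793 to 1.41. Over 1 set of 1426 genes, those called without s16-2, s24-11 stood at 0.506 and s16-2 at 0.4935, so these 2 birds were not told apart in position, and the other SS birds stood at -0.0746 to 0.244. Bird s24-11 also held 101 of the 132 counts of IL10 in the SS group, at 0.922 CPM against 0.913 in the lowest TS bird, and had the highest MSTRG.6725.1 in it, at 9.31 CPM. Not every feature placed it toward the TS birds. It had the highest MSTRG.15539.1 of the SS birds, at 11.1 CPM, and the lowest Wnt11B, at 4 counts. If s16-2 had been exchanged with a bird of another group, that bird would lie among the TS birds. Bird s24-11 lies level with s16-2 and below the other 6 TS birds, and s16-2 itself stands above every SS and NS bird except s24-11. An exchange and a real difference between these birds cannot be told apart, because an intermediate bird in each group would be seen under both. An infected survivor with early tumor growth, and a TS spleen with little tumor tissue, are the biological explanations that the design names, and neither was tested.

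IL9 had a log2 CPM of -4.47 in SS bird s24-11 and of -4.47 in NS bird s14-5, and Wnt10A had a log2 CPM of -4.58 in NS bird s21-5. Each of these 3 rests on 4 counts in 1 bird, with 0 counts in the other 4 birds of its group. With so few counts, a group in which a single bird has any counts always stands out, and no explanation beyond low counts is needed.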

How the results depend on the processing

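Chosen after values had been seen were the fits of DESeq2 with ~ sex + status. So were the fits with the sexes of NS birds s12-1 and s21-5 exchanged, and the counts over all genes of the gene matrix. The spread over other feature sets, among them the features called in TS vs. NS, was also chosen then. The other alternatives were planned. Unless a value below shows the source of a change, the cause was not tested.

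In the TS vs. SS contrast the count of 0 in the quasi-likelihood test of edgeR with sex and DPI held with DESeq2 size factors, with no filter on low counts, with all 17 birds in one fit (1852 genes at an unadjusted p under 0.05, against 497), with females only, with limma-voom, under lower thresholds on the fold change and with each of the 12 birds left out in turn. It changed where DPI was left out. With ~ sex + status edgeR called 638 genes, 90 genes with an Ensembl ID, 6 putative and 5 known lncRNAs. With ~ status the numbers were 649, 101, 11 and 11. DESeq2 with ~ sex + status called 1590, 410, 44 and 24. DESeq2 with DPI called 0 genes (887 at an unadjusted p under 0.05), 8 putative and 2 known lncRNAs.

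For TS vs. NS edgeR with sex and DPI called 332 genes, 37 with an Ensembl ID, 1 putative and 8 known lncRNAs. The numbers were 1202, 180, 6 and 18 with ~ sex + status and 1291, 193, 12 and 26 with ~ status. DESeq2 with DPI gave 1275, 198, 52 and 33, and with ~ sex + status 2393, 636, 54 and 41. The latter gave 2459, 693, 56 and 38 with the exchanged sexes, where edgeR with DPI gave 36, 2, 0 (126 at an unadjusted p under 0.05) and 3. In females only edgeR gave 88, 4, 0 (131 at an unadjusted p under 0.05) and 4. With limma-voom 58 genes with an Ensembl ID and 5 putative lncRNAs were called, and with all 17 birds in one fit 4 putative lncRNAs. An absolute log2 fold change of at least 1 gave 897 genes, 57 with an Ensembl ID and 23 known lncRNAs, and the adjusted p alone gave 1113, 57 and 27. Adjusted over all transcripts, 3 known lncRNAs were called. DESeq2 size factors and no filter on low counts kept each of the 4 counts within 1.5 times, as library sizes from the lncRNA class alone did for the lncRNAs. The share of upregulated genes moved with the model, from 169 of 332 with DPI to 953 of 1202 with ~ sex + status and 994 of 1275 with DESeq2, and to 176 of 472 with limma-voom, 383 of 897 at an absolute log2 fold change of at least 1 and 487 of 1113 with the adjusted p alone.

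Single birds moved the TS vs. NS counts. Called genes ranged from 4 without NS bird s12-1 to 683 without TS bird s16-2, and were 98 without s14-5, 127 without s17-1, 177 without s17-2 and 145 without s14-8. Genes with an Ensembl ID ranged from 0 without s12-1 to 65 without s16-2, and were 7 without s14-5, 9 without s17-1, 15 without s17-2 or s7-2, 18 without s21-5, 22 without s10-4, 23 without s13-2 and 13 without s14-8. Putative lncRNAs ranged from 0 (without s12-1, s14-5, s17-2, s21-5, s13-2 or s14-8) to 2 (without s16-2 or s7-2). Known lncRNAs ranged from 2 without s12-1 to 11 without s16-2, and were 4 without s14-5, 3 without s17-1, s14-8 or s7-2 and 5 without s17-2.

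In the SS vs. NS contrast edgeR with sex and DPI called 142 genes, 0 with an Ensembl ID (76 at an unadjusted p under 0.05), 66 putative and 0 known lncRNAs (92 at an unadjusted p under 0.05). With ~ sex + status, with ~ status and with all 17 birds in one fit it called 0 genes (1556, 1987 and 1434 at an unadjusted p under 0.05) and 0 putative lncRNAs (59, 84 and 104). With the exchanged sexes it called 0 genes, 0 putative (1006 and 39 at an unadjusted p under 0.05) and 1 known lncRNA, and in females only 1 known lncRNA. DESeq2 with DPI called 16 genes with an Ensembl ID, 34 putative and 13 known lncRNAs, and limma-voom 41 putative lncRNAs. DESeq2 with ~ sex + status called 47 genes, 2 with an Ensembl ID, 20 putative and 18 known lncRNAs, and 52, 3, 22 and 21 with the exchanged sexes. Called genes ranged from 63 without NS bird s21-5 to 138, putative lncRNAs from 43 without s21-5 to 80, and known lncRNAs from 0 to 2 without s12-1.

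The log2 fold changes of MSTRG.6754.1, MSTRG.7747.5 and MSTRG.6725.1 kept their sign in both contrasts under every alternative run, and those of MSTRG.15539.1 and MSTRG.360.1 in TS vs. NS. In TS vs. SS MSTRG.15539.1 was at 0.29 without TS bird s14-8 (range -7.40 to 0.29 with each bird left out), and MSTRG.360.1 at 0.06 without SS bird s24-6 and at 1.18 without TS bird s14-8 (range -2.13 to 1.18). None of the 5 passed the threshold in TS vs. SS with DPI in the model. With ~ sex + status MSTRG.6754.1, MSTRG.360.1 and MSTRG.6725.1 did, at -2.88, -3.73 and 2.56, and with ~ status at -2.74, -3.76 and 2.57. All 5 were called by DESeq2 with ~ sex + status, MSTRG.6754.1 at -2.97, MSTRG.7747.5 at -2.32, MSTRG.15539.1 at -2.55, MSTRG.360.1 at -3.59 and MSTRG.6725.1 at 2.72.

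In TS vs. NS MSTRG.6725.1 alone of the 5 passed with sex and DPI in edgeR. It was short of the threshold in females only, at 2.96, with the exchanged sexes, at 3.00, and without s12-1, s14-5, s17-1, s17-2, s14-8 or s7-2, at 2.91, 2.95, 2.98, 2.84, 2.61 and 2.88 (range 2.61 to 3.26). MSTRG.360.1 passed with ~ sex + status (-3.50), ~ status (-3.63), all 17 birds (-3.14), limma-voom (-3.76), DESeq2 with DPI (-3.21), DESeq2 with ~ sex + status (-3.45) and that fit with the exchanged sexes (-3.42), and without s16-2 or s6-3, at -3.96 and -3.26 (range -3.96 to -2.76). MSTRG.6754.1 passed with ~ sex + status (-2.73), ~ status (-2.42), DESeq2 with DPI (-2.65), DESeq2 with ~ sex + status (-2.87) and that fit with the exchanged sexes (-2.90). MSTRG.7747.5 passed with the 3 DESeq2 fits, at -2.31, -2.65 and -2.70 in that order. MSTRG.15539.1 passed with ~ status (-2.83) and with DESeq2 and ~ sex + status, at -3.04 and with the exchanged sexes at -3.21.

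The spread ratio of TS to the other birds, 0.9001, turned to 1.18 over all tested genes, to 1.05 over the features called in TS vs. NS and to 1.01 without SS bird s24-11, and was 0.553 without TS bird s7-2. The 549 features behind it hold the 142 genes and 66 putative lncRNAs called in SS vs. NS, most of which differed with sex, and s7-2 is the only male TS bird, so these values also depend on the sexes within each group. Of 21 alternatives, 17 left it on the same side without passing the test. Without s7-2 it passed, with TS less variable (exact permutation p = 0.000125). Sex effects in TS vs. SS, 187 genes, became 0 with all 17 birds in one fit (902 at an unadjusted p under 0.05) and 451 with DESeq2, and DPI effects, 0, became 13 with DESeq2. In TS vs. NS sex effects, 0, became 34 with DESeq2 and 164 with the exchanged sexes, and DPI effects, 0, became 88 with DESeq2. In SS vs. NS sex effects, 146, became 0 with all 17 birds in one fit, and DPI effects, 171, became 0 with all 17 birds (1412 at an unadjusted p under 0.05), 0 with the exchanged sexes (619) and 309 with DESeq2.

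The GS of the 5 candidate lncRNAs and of IL10 kept its sign and stayed under an unadjusted p of 0.05 in all 23 alternatives each, and none of the 50 pairs of a lncRNA with a gene or another lncRNA had an adjusted p under 0.05 in any of 23. Apart from IL10, the genes in these pairs had few counts. The MM of IL10 moved to -0.877 on the linear CPM scale. The 3 differences in abundance between classes kept their sign in 2 alternatives each. Counts per kb of exon were not run, because exon lengths could be read for 850 of the 1315 putative lncRNAs. Of the genes named from the TS vs. NS contrast, IL10 kept its call in 22 of 23 alternatives, ENSGALG00000003833 in 11, ENSGALG00000038740 and ENSGALG00000005347 in 19 each, and Wnt11B, which was not called, passed the threshold in 7. Wnt7B in TS vs. NS passed in 1 of 18 alternatives and WIF1 in TS vs. SS in 3 of 16. Depth limits Wnt10A, Wnt8C, IL9 and IL13, which had too few counts for the edgeR fits.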

Differences from the paper's values

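The fits of DESeq2 with ~ sex + status, with the sexes of Table 3 or with those of NS birds s12-1 and s21-5 exchanged, were chosen after the values had been seen. So were other feature sets for the spread, among them the features called in TS vs. NS. The other alternatives were set before the data were examined. A value is said to fall near the paper's where it lies within 1.5 times of it, or for a log2 fold change within the larger error.

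In the TS vs. SS contrast the paper reports 1604 DE genes, and edgeR with sex and DPI called 0 (497 at an unadjusted p under 0.05, and 0 by DESeq2 and limma-voom with the same covariates). No alternative set before the data were examined fell near 1604, and the closest were ~ status with 649 and ~ sex + status with 638. The count was 1590 for DESeq2 with ~ sex + status, chosen after the values were seen. That fit gave the paper's log2 fold change within 0.001 for 414 of 414 genes with an Ensembl ID, and DESeq2 with DPI for 0. For genes with a row under their Ensembl ID, Additional file 5 of the paper lists 414, with 400 upregulated and 14 downregulated, against 0, 0 and 0 (28 at an unadjusted p under 0.05). The downregulated count fell near the paper's 14 with ~ sex + status (10) and ~ status (11), and no alternative set before the data were examined did so for the other 2. With ~ sex + status edgeR called 90 of the paper's 414. DESeq2 with ~ sex + status, chosen after the values were seen, gave 410, 396 and 14 and dropped 4 of the paper's 414.

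For TS vs. SS the paper reports 44 putative lncRNAs, 24 upregulated and 20 downregulated, and 24 known lncRNAs, 17 upregulated and 7 downregulated. EdgeR with sex and DPI called 0 of each (42 putative and 39 known at an unadjusted p under 0.05, and 8 and 2 by DESeq2 with the same covariates). No alternative set before the data were examined fell near these 6 values. Of the paper's 44 putative lncRNAs edgeR with ~ sex + status called 6 and DESeq2 with DPI called 2, and of its 24 known ones they called 4 and 0. Chosen after the values were seen, DESeq2 with ~ sex + status gave 44, 24 and 20 and 24, 17 and 7, and dropped 2 of the paper's putative and 0 of its known lncRNAs.

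In the TS vs. NS contrast the paper reports 2460 DE genes, and edgeR called 332. No alternative set before the data were examined fell near it, the closest being ~ status with 1291. DESeq2 with ~ sex + status, chosen after the values were seen, called 2393 with the sexes of Table 3 and 2459 with the exchanged sexes. The fit with the exchanged sexes gave the paper's log2 fold change within 0.001 for 693 of 693 genes with an Ensembl ID. For genes with a row under their Ensembl ID the paper lists 693, of which 672 were upregulated, against 37 and 19. None of the alternatives set before the data were examined fell near either value. The fits chosen after the values were seen gave 636 and 612 with the sexes of Table 3, dropping 113 of the paper's 693, and 693 and 672 with the exchanged sexes, dropping 0. Of the 693, edgeR with DPI called 26, edgeR with ~ sex + status 170 and DESeq2 with DPI 156.

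For TS vs. NS the paper reports 56 putative lncRNAs, 30 upregulated and 26 downregulated, against 1, 1 and 0 called by edgeR (165 at an unadjusted p under 0.05). DESeq2 with DPI, set before the data were examined, fell near all 3, at 52, 29 and 23, of which 19 were among the paper's 56, and the other alternatives set then did not. The fits chosen after the values were seen gave 54, 26 and 28, dropping 16 of the 56, and with the exchanged sexes 56, 30 and 26, dropping 0. The paper reports 38 known lncRNAs, 29 upregulated and 9 downregulated, against 8, 6 and 2. DESeq2 with DPI fell near all 3, at 33, 20 and 13. The total also fell near it with ~ status (26) and with the adjusted p alone (27), and the downregulated count with ~ sex + status (7), ~ status (12), an absolute log2 fold change of at least 1 (8), the adjusted p alone (10), all 17 birds in one fit (6) and limma-voom (6). The other alternatives set before the data were examined did not. With DESeq2 and ~ sex + status, chosen after the values were seen, the numbers were 41, 25 and 16, dropping 7 of the 38, and 38, 29 and 9 with the exchanged sexes, dropping 0.

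In the SS vs. NS contrast the paper reports 22 putative lncRNAs against 66 called by edgeR, and 21 known lncRNAs against 0 (92 at an unadjusted p under 0.05, and 13 by DESeq2 with DPI). For genes with a row under their Ensembl ID the paper lists 2, of which 2 were upregulated, against 0 and 0 (76 at an unadjusted p under 0.05, and 0 by limma-voom). No alternative set before the data were examined fell near these values, although DESeq2 with DPI called both of the paper's 2 genes among 16. DESeq2 with ~ sex + status, chosen after the values were seen, called 20 putative and 18 known lncRNAs and 2 such genes, dropping 14 of the paper's 22, 12 of its 21 and 2 of its 2. With the exchanged sexes it called 22, 21 and 3 (2 upregulated), dropping 0, 7 and 0. None of the 21 known lncRNAs had the direction of the paper's table in that fit.

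The log2 fold change of MSTRG.360.1 in TS vs. SS is -3.59 in Additional file 5 of the paper, with a standard error of 0.597, and was -0.43 in edgeR with sex and DPI. It fell near the paper's with ~ sex + status (-3.73), ~ status (-3.76), all 17 birds in one fit (-2.45) and without TS bird s16-2 (-2.13) or s6-3 (-1.50), and not with the other alternatives set before the data were examined. It was -3.59 with DESeq2 and ~ sex + status, chosen after the values were seen.

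Among genes with a row under their Ensembl ID, the paper's table gives 99 upregulated and 3 downregulated genes called in TS vs. SS and not in TS vs. NS, against 0 and 0 by edgeR with DPI, and 371 upregulated and 10 downregulated genes called in TS vs. NS and not in TS vs. SS, against 19 and 18. Of the alternatives set before the data were examined, ~ sex + status alone was counted for these lists. The last value fell near the paper's 10 with it (11), and the other 3, at 29, 0 and 108, did not. The numbers were 101, 3, 317 and 13 with DESeq2 and ~ sex + status, chosen after the values were seen. For intron lncRNAs the paper reports 1% of the putative lncRNAs, and the classes of its Additional file 2 give 1.52%. Additional file 7 of the paper holds 7633 entries over all clusters, of which the first 1127, all of cluster 1, were read. These 2 have no alternative setting.

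The paper states that putative lncRNAs have more exons than known lncRNAs, and by its Additional files 1 and 2 the medians were 4 and 11. Additional file 1 gives the known lncRNAs as re-assembled in these spleens. The paper explains its result by partial assembly in the ALDB and NONCODE databases. Its comparison may therefore rest on the database sequences, and the medians do not decide it. It states that lncRNAs are less abundant than protein coding genes and that putative and known lncRNAs do not differ. Here the median log2 CPM was -1.13 for transcripts with an Ensembl ID, 1.59 for putative and 4.70 for known lncRNAs, on a scale that differs from the TPM of the paper. CPM is not divided by transcript length, and the paper had removed lncRNA candidates of low expression in these birds. The transcripts with an Ensembl ID were not limited to protein coding ones and hold only a part of those. It states that expression of DE features varies more in TS, and the ratio of SDs was 1.18 over all tested genes (exact permutation p = 0.0772) and 1.05 over the 341 features called in TS vs. NS (exact permutation p = 0.711), a set chosen after the values were seen. It was 0.9001 over the 549 features called in any contrast, a set that also holds the SS vs. NS calls, most of which had a sex effect, so this value says little on the tumor. It states that DE genes showed no sex or time effects. In TS vs. NS 0 of the 332 called genes had either in edgeR (36 each at an unadjusted p under 0.05, and 4 and 2 by DESeq2), and with the sexes of s12-1 and s21-5 exchanged, chosen after the values were seen, 2 had a sex effect and 0 a DPI effect (34 and 22 at an unadjusted p under 0.05). In SS vs. NS 130 of the 142 called genes had a sex effect and 141 a DPI effect in edgeR, 56 and 59 by DESeq2, and 0 and 0 with all 17 birds in one fit (129 and 118 at an unadjusted p under 0.05). With the exchanged sexes 136 of the 142 had a sex effect and 0 a DPI effect (4 at an unadjusted p under 0.05), and edgeR called 0 genes in that contrast (1006 at an unadjusted p under 0.05, and 52 by DESeq2 with ~ sex + status). It states that of the isoforms MSTRG.360.1 and MSTRG.360.2 the former alone differs between TS and SS. Here MSTRG.360.2 had 0 counts in all 7 TS birds, 2 to 11 counts in 4 of the SS birds and 3848 in SS bird s24-7. Every SS bird therefore stood above every TS bird (two-sided exact permutation test, p = 0.00126, the smallest possible). DESeq2 gave no adjusted p for it in this contrast. EdgeR without the filter on low counts did not call it, at a log2 fold change of -14.0 with a standard error of 1.4e+07, too large to decide.  The symbols beside the Ensembl IDs in Additional files 5 and 7 of the paper cannot all belong to them, since 495 of 587 IDs listed more than once have different symbols.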

Other observations

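Chosen after the result was seen were the tests of reads mixed in from a bird of the other sex, of the standard errors with and without DPI, of age alone by the positions of the NS birds, of library size, and of the sexes of Table 3 as the source of the SS vs. NS calls, and the counts of splits for contrasts without calls. The other tests in this part were chosen before their results were seen.

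The W-linked lncRNA counts of NS birds s12-1 and s21-5 go against the sexes that Table 3 gives them. By Table 3, s12-1 is female and s21-5 male. The 2 W-linked putative lncRNAs had 0 counts in s12-1, where the 3 other males had 0.0741 to 0.212 CPM, and 99.7 CPM in s21-5, where the 12 other females had 84.8 to 132 CPM. If the sexes had been exchanged, the Z-linked lncRNAs would place the birds with the other sex as well. The median of Z-linked lncRNAs stood at -4.29 from the autosomal ones on the log2 scale in s12-1, against -4.26 to -2.51 in the other males and 0.23 to 1.90 in the other females, and at 0.87 in s21-5. Males were lower and not higher on this measure, against the direction written in advance from the number of Z chromosomes, because of the female-specific lncRNAs between 25 and 30 Mb. Over the 67 Z-linked lncRNAs elsewhere, a split made after the values were seen, males stood higher, at 0.43 to 0.48 against -0.37 to 0.01 in females, and s12-1 was at 0.51 and s21-5 at -0.11. Both parts of chromosome Z place s12-1 with the males and s21-5 with the females. Reads of a female bird mixed into a male library are argued against by the count of 0 on W in s12-1. An exchange of the 2 sexes in Table 3, or of the 2 libraries within the NS group, stays open, and both leave the group of each bird as it is. Exchanged libraries would also exchange the DPI of 37 for s12-1 and 49 for s21-5. The fits with exchanged sexes leave DPI in place and do not cover that case.

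The 66 putative lncRNAs called in the SS vs. NS contrast were mostly on the sex chromosomes, and 64 of them were over 2-fold higher in females than in males of the other 15 birds. None of the 66 was called with the sexes of s12-1 and s21-5 exchanged, and their median log2 fold change moved from -19.51 to 1.17. Bird s12-1 stood nearer the males in 66 of the 66, and s21-5 nearer the females in 66. For these 66 lncRNAs the values argue against an effect of infection as the source, and for the sexes of Table 3. Counts moved between the isoforms of a locus are argued against, since 17 of the 19 loci were also called from the summed counts of the gene. Other splits of the SS and NS birds gave as many called genes as the 142 of the real split in 1 of 100, the real split itself, and as many called putative lncRNAs in 1 of 50. In these splits sex and DPI stayed with each bird. The other splits therefore lack the tie of DPI and group in the real one (correlation 0.913). The splits cannot exclude that the calls come from the model as fitted. They also do not separate an effect of infection from 2 sexes that go against the counts.

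No gene was called between TS and SS with DPI in the model, and 638 were called without it. DPI and group had a correlation of -0.955 over these 12 birds by design. The median ratio of the standard errors with and without DPI was 3.58, against the 3.54 that the design alone gives. Any covariate tied to the groups gives such a ratio, so it does not tell whether the calls were lost to the larger standard errors alone. Log2 fold changes of the 638 genes also shrank, from a median size of 3.15 to 1.74, and 439 of the 638 kept their sign. Age alone as the source of the 638 calls is argued against by the NS birds, which took no part in choosing these genes. With the mean of the SS birds at 0 and that of the TS birds at 1, each bird left out of its own mean, NS birds s12-1 and s14-5, whose 37 and 40 DPI lie within the 31 to 42 of the TS birds, stood at a median of -0.134 and 0.0850 over the 638 genes. The other 3 NS birds stood at -0.291 to 0.0208, the SS birds at -0.182 to 0.344 and the TS birds at 0.538 to 1.59. In the SS vs. NS contrast, where every SS bird was older than every NS bird, edgeR without DPI called 0 genes (1556 at an unadjusted p under 0.05, and 47 by DESeq2). A part from expression that changes with DPI in infected birds stays open beside the overlap of DPI and group. Within the 7 TS birds 557 of 16024 genes (3.48%) had an unadjusted p under 0.05 for DPI, with 0 at an adjusted p under 0.05 by edgeR, and within the 5 NS birds 1331 of 15922 (8.36%), with 0 adjusted. These fits had 4 and 2 residual degrees of freedom, DPI spanned 31 to 42 and 37 to 49, and no TS bird was sampled near 55 DPI, so changes with time since infection and changes with the tumor cannot be told apart in this contrast.

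Without DPI in the model more genes were called higher than lower in TS, 499 against 139 in TS vs. SS. Scaling between libraries would shift abundant and weakly expressed genes alike. The median log2 fold change of the most abundant tertile of genes was -0.0392, against 0.41 in the least abundant tertile, which argues against scaling as the whole cause. TS birds also had fewer genes without counts, 4.03 to 14.2% against 12.2 to 16.7% in SS and 13.4 to 19.1% in NS birds. The difference of TS minus SS was -5.69 percentage points (two-sided exact permutation test, p = 0.0164) and that of TS minus NS -7.78 (exact permutation p = 0.00631). Larger libraries in TS would be needed for library size to be the source, and the mean total of the TS birds was 86.6% of that of the other 10 birds (exact permutation p = 0.0144), so library size is argued against. Reads that map outside the spleen transcriptome were not analysed here, and the lower mapping rate of the TS birds stays open as a technical explanation. A broader set of cell types in the tumor, or a loss of repression in tumor cells, would be biological explanations and were not tested.

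The share of other splits with as many calls was counted for each contrast. With DPI in the model, the TS vs. NS contrast had 1 of 100 splits with as many called genes, the real split alone, and 1 of 100 with as many annotated genes. This argues against a chance split of the birds for both, with the sexes of Table 3. Sex and DPI stayed with each bird, so the other splits lack the tie of DPI and group in the real one (correlation -0.630). An effect of the model as fitted is not excluded. With the sexes of s12-1 and s21-5 exchanged, edgeR called 36 genes and 2 annotated genes, and no splits were counted for that fit. For known lncRNAs 1 of 50 splits gave as many calls, and for putative lncRNAs, with 1 call, 4 of 50. Chance cannot be excluded for the latter. Without DPI, 1 of 100 splits gave as many called genes and 1 of 100 as many annotated genes in TS vs. SS and in TS vs. NS. For lncRNAs without DPI, 1 of 50 splits gave as many putative and 1 of 50 as many known lncRNAs in each of the 2 contrasts. In contrasts without calls every split gives as many by construction, 100 of 100 for genes and annotated genes in TS vs. SS and for annotated genes in SS vs. NS, and 50 of 50 for putative and known lncRNAs in TS vs. SS and for known lncRNAs in SS vs. NS, which says nothing on chance.

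Correlations of the 5 candidate lncRNAs with 8 named genes, 40 pairs, and with each other, 10 pairs, were computed without the difference between groups. The 8 were the genes of Table 2 with a row of their own. CTLA4, HDAC9, IGF-I, CD72, SWAP70, CXCL12 and WISP1 were not among them, so the paper's pairs with these genes were not tested. Apart from IL10, the 8 genes had few counts, with TS means of 0.0680 to 0.300 CPM, which limits what these pairs can show. Over 17 birds after subtracting group means, 2 of the 40 pairs of a lncRNA and a gene had an unadjusted permutation p under 0.05, both with IL10, and r over the 40 was -0.552 to 0.284. Of the 10 pairs of lncRNAs, 3 had an unadjusted permutation p under 0.05, with r over the 10 from -0.578 to 0.765. None of the 50 had an adjusted p under 0.05. Within the 7 TS birds it was 2 of 40 and 2 of 10, and within the 10 birds without tumor 2 of 40 and 1 of 10, with 0 adjusted in each. By chance 5% of 50 pairs are under 0.05. On the linear CPM scale 4 of the 40 and 0 of the 10 pairs had an unadjusted permutation p under 0.05, and on the variance stabilized scale 3 and 3, with 0 adjusted in each. A pooled r over TS and other birds was left out, because these form separate clusters for each candidate lncRNA.

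The log2 fold changes of Additional file 5 were compared with fits of the deposited counts. For genes in the TS vs. SS contrast, 414 of 414 lay within 0.001 of DESeq2 with ~ sex + status, and 0 of 414 within it of DESeq2 with sex and DPI. In the TS vs. NS contrast 10 of 693 did with the sexes of Table 3 and 693 of 693 with those of s12-1 and s21-5 exchanged, and for putative lncRNAs 56 of 56 in TS vs. NS and 22 of 22 in SS vs. NS did with the exchanged sexes. Of the paper's 2 genes in SS vs. NS, 2 also did with the exchanged sexes. DESeq2 with sex and DPI matched 0 of the 693 genes in TS vs. NS. For these genes the published values are therefore those of fits on 2 groups without DPI. Where NS birds took part, the sexes of s12-1 and s21-5 were exchanged in the matching fits. Fewer matched in the other classes. In TS vs. SS 41 of 44 putative and 19 of 24 known lncRNAs did by DESeq2 with ~ sex + status. In TS vs. NS 33 of 38 known lncRNAs did with the exchanged sexes. These fits were chosen after the values were seen. For known lncRNAs in SS vs. NS 0 of 21 had the direction of Additional file 5 under that fit, and the cause was not tested.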
